# Single-cell evaluation reveals shifts in the tumor-immune niches that shape and maintain aggressive lesions in the breast

**DOI:** 10.1038/s41467-021-25240-z

**Published:** 2021-08-18

**Authors:** Vidya C. Sinha, Amanda L. Rinkenbaugh, Mingchu Xu, Xinhui Zhou, Xiaomei Zhang, Sabrina Jeter-Jones, Jiansu Shao, Yuan Qi, John A. Zebala, Dean Y. Maeda, Florencia McAllister, Helen Piwnica-Worms

**Keywords:** Breast cancer, Cancer microenvironment, Tumour heterogeneity, Tumour immunology, Experimental models of disease

## Abstract

There is an unmet clinical need for stratification of breast lesions as indolent or aggressive to tailor treatment. Here, single-cell transcriptomics and multiparametric imaging applied to a mouse model of breast cancer reveals that the aggressive tumor niche is characterized by an expanded basal-like population, specialization of tumor subpopulations, and mixed-lineage tumor cells potentially serving as a transition state between luminal and basal phenotypes. Despite vast tumor cell-intrinsic differences, aggressive and indolent tumor cells are functionally indistinguishable once isolated from their local niche, suggesting a role for non-tumor collaborators in determining aggressiveness. Aggressive lesions harbor fewer total but more suppressed-like T cells, and elevated tumor-promoting neutrophils and IL-17 signaling, disruption of which increase tumor latency and reduce the number of aggressive lesions. Our study provides insight into tumor-immune features distinguishing indolent from aggressive lesions, identifies heterogeneous populations comprising these lesions, and supports a role for IL-17 signaling in aggressive progression.

## Abstract (web summary)

The classification of breast lesions as indolent or aggressive to tailor treatment is crucial. Here, the authors use single-cell transcriptomics and multiparametric imaging of a breast cancer mouse model, report distinct tumor-immune features for the two types of lesions, and suggest the role of IL-17 signaling in disease progression.

## Introduction

Ductal carcinoma in situ (DCIS) is a non-invasive lesion of the breast that is thought to serve as a non-obligate precursor of invasive breast cancer. DCIS now comprises ~15–30% of newly diagnosed breast cancers in the United States^1–3^. Currently, almost all DCIS patients are treated indiscriminately with surgical resection of the lesion, with or without adjuvant endocrine or radiation therapy, an approach unlikely to be optimal for most patients^4^. Unfortunately, it is currently not possible to differentiate lesions that will progress to invasive, potentially lethal disease from those that will remain indolent (and thus could be spared treatment), underscoring the clinical need for consensus stratification of breast lesions as indolent or aggressive to guide treatment. Indeed, several clinical studies are underway to address these urgent questions^5–11^.

Improvement in the clinical management of DCIS is limited by our incomplete understanding of early breast cancer biology. Studies on intraepithelial breast neoplasias have been limited by the technical challenges of isolating small lesions from adjacent normal tissue and obtaining sufficient tumor material for downstream analyses^12^. Nonetheless, valuable insight from these studies has cumulatively led to at least two major, non-mutually exclusive schools of thought to explain the differences between indolent and aggressive disease. One hypothesis focuses primarily on changes that occur intrinsically within transformed epithelial cells as they break through the basement membrane, while another emphasizes a major role for a distorted lesion niche that switches from inhibiting invasion to permitting (and even promoting) it^13–20^.

Recently, studies have evaluated early-stage breast lesions using single-cell approaches assaying both genotype^21,22^ and phenotype^23^, allowing insights into in situ lesion biology that may have been partly obscured by bulk analyses. However, a single-cell transcriptional view of intraepithelial breast lesions is currently lacking, and the heterogeneous transcriptional subpopulations that comprise indolent and aggressive lesions are undefined.

Here, to identify features that distinguish indolent and aggressive lesions and to identify potential determinants of lesion aggressiveness, we use an ERBB2 mouse model of breast cancer that generates both indolent (in situ, slow growing) and aggressive (invasive, rapidly growing) lesions within the same mammary gland. We interrogate the tumor and immune niche compartments of both indolent and aggressive lesions, and functionally measure the degree to which these features shape lesion behavior, using a combination of single-cell transcriptomic analyses, multiparametric imaging, and functional studies. Our work provides insight on the heterogeneous transcriptional and phenotypic populations that comprise these lesions, supports a role for IL-17 signaling in mammary lesion progression, and generates a collection of tumor and immune niche features that may be useful in identifying lesions that are capable of aggressive behavior, including those that might be otherwise considered indolent.

## Results

### Aggressive progression occurs in a minority of caErbB2-expressing breast lesions

To model early stages of tumor initiation, we delivered lentiviral particles carrying constitutively activated rat *Erbb2* tagged with HA and GFP (caErbB2)^24^ through the lactiferous glands of adult virgin female FVB mice^25,26^. The resulting caErbB2-initiated lesions within the same mammary gland progressed asynchronously, as evidenced by the simultaneous presence of lesions at various stages of advancement (Fig. 1a, b; Supplementary Fig. 1a). A minor population (~5–10%) of lesions grew extremely rapidly such that, beyond ~1 mm^2^, these lesions were significantly larger (30–40-fold; *p* < 0.0001) than the remaining 90–95% of lesions (Fig. 1c). Based on this asynchronous progression, we inferred that the majority of lesions progressed at a relatively indolent pace and remained small, while a minority advanced aggressively to form large tumors.

**Fig. 1:**
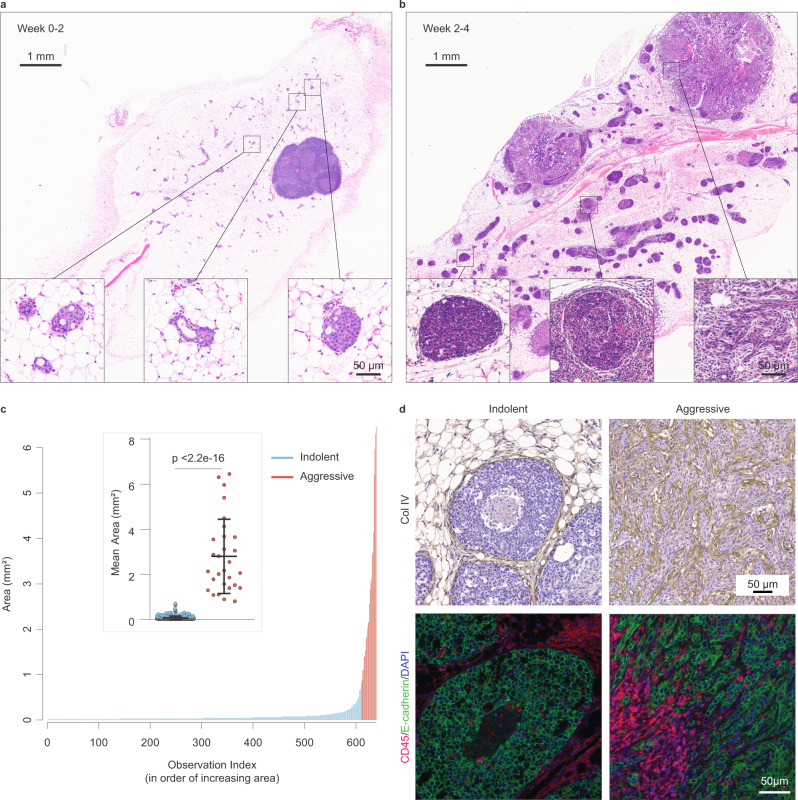
Aggressive progression occurs in a minority of breast lesions and is associated with heavy immune infiltration. **a**, **b** Mouse model of breast cancer exhibits the progression of mammary lesions over time. Mammary glands were collected from animals at various time points following intraductal injection and stained by hematoxylin & eosin (H&E) to visualize lesions at 0–2 weeks (**a**) or 2–4 weeks (**b**) after injection. High-power magnification (inset) shows in situ lesions of early time points (**a**), and a combination of in situ (indolent; **b,** left inset) and invasive (aggressive; **b**, right inset) lesions at later time points. Lesions exhibiting a well-circumscribed tumor compartment with heavy stromal involvement (**b**, center inset) were also observed. **c** Quantification of lesions present 2–4 weeks after injection reveals minority of rapidly progressing large lesions. Mammary glands bearing a combination of indolent and aggressive lesions were evaluated for individual lesion size. Index plot shows all lesions quantified across five animals. Inset dot plot shows mean area of top 5% largest lesions vs. remainder. *P* value (<2.2e−16) was calculated using two-sided Wilcoxon rank sum test for non-normal data; center line, mean; error bars, standard deviation (SD), *U* = 0. **d** Aggressive lesions are heavily immune infiltrated. Lesion-bearing glands were immunostained for collagen IV (top panel) and E-cadherin/CD45 (bottom panel) to assess, respectively, integrity of basement membrane and associated immune infiltration of indolent and aggressive lesions. Representative results from *n* = 3 independent animals. See also Supplementary Fig. 1. Source data are provided as a Source Data file.

Histopathological evaluation of lesion-bearing mammary glands confirmed that while the majority of indolent lesions remained constrained by an intact basement membrane, aggressive lesions consistently exhibited widespread invasion beyond the confines of the duct (Fig. 1d, top panel; Supplementary Fig. 1b). Immunostaining of the basement membrane protein collagen IV not only confirmed a loss of basement membrane integrity in aggressive lesions, but also revealed extremely irregular and intratumoral expression of collagen IV. Although indolent and aggressive lesions both classified as Luminal B based on HER2, Ki67, and estrogen receptor (ER) expression^27^ (Supplementary Fig. 1c–e), aggressive lesions often exhibited spindloid and squamous metaplastic tumor cells, with the latter frequently adjacent to keratin-like structures or keratin pearls (Supplementary Fig. 1a). Finally, we observed that indolent and aggressive lesions were each associated with distinct local microenvironments. Most notably, aggressive lesions were associated with a heavy immune infiltrate compared to indolent lesions (Fig. 1d, bottom panel).

Despite lesions in the same animal experiencing the same initiating oncogene (active *Erbb2*), only a relatively rare subset of these lesions gained the functional capacity to progress aggressively or recruit immune cells. These observations strongly suggest that additional factors cooperated to determine the likelihood and rate of lesion progression, and that only a relatively rare subset of these lesions gained the functional capacity to progress aggressively. Thus, this model system provides a unique opportunity to distinguish lesions that progress rapidly from those that progress at a relatively indolent pace, and to identify potential cell-intrinsic and extrinsic determinants of aggressive lesion progression.

### Tumor cells from indolent vs. aggressive lesions are transcriptionally distinct

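Tumor cells were sorted by their GFP from mammary lesions of FVB mice carrying a lentiviral, constitutively active rat Erbb2 tagged with HA and GFP (caErbB2). Their poly(A) RNA was sequenced from 7 indolent and 8 aggressive samples, each a numbered pool. Pools 1, 2, 4, 5, 6, 7 and 8 had a sample of each lesion type, and pool 3 had an aggressive sample alone. The samples were prepared in 3 batches, with 2 indolent and 3 aggressive samples in batch 1, 3 and 3 in batch 2, and 2 and 2 in batch 3. The authors aligned the reads to GRCm38 with STAR, counted them per gene, and deposited the counts divided by DESeq2's size factors, so the values are normalized counts and not reads. Each sample's values were whole multiples of what 1 read was worth, which gave back the number of reads on genes. These totals ran from 28399509 to 34364745 reads in aggressive samples (median 31666735) and from 28642321 to 34690096 in indolent samples (median 31352435). A difference in totals between lesion types was not detected (two-sided exact permutation test over all 15 samples, p = 0.837). Without the indolent sample of pool 4, whose reads are less certain, p was 0.854 and the indolent median 31211275 reads. The table held 14606 genes, and each had at least 5 reads in at least 7 samples. Fold changes are aggressive over indolent on the scale of log2(normalized count + 1). The added 1 shrinks the change of genes with low counts compared with a smaller added value. Erbb4, for example, was -4.93 with 0.1 added, -4.30 with 1 and -2.85 with 10. Against edgeR and DESeq2 on recovered reads, genes with low counts went both ways. Ces2f was 5.18 here against 4.11 and 4.13, and Luzp2 was -4.20 against -4.42 and -4.45. Fold changes were tested with limma over all genes, and adjusted p-values are from this test with Benjamini-Hochberg adjustment. Changes of more than 2-fold were tested against that threshold with limma's treat.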

To more thoroughly characterize cell-intrinsic differences between indolent and aggressive lesions, bulk RNA sequencing (RNA-seq) was performed on tumor cells isolated from indolent and aggressive lesions (Fig. 2a, Supplementary Fig. 2a, Supplementary Data 1).

**Fig. 2:**
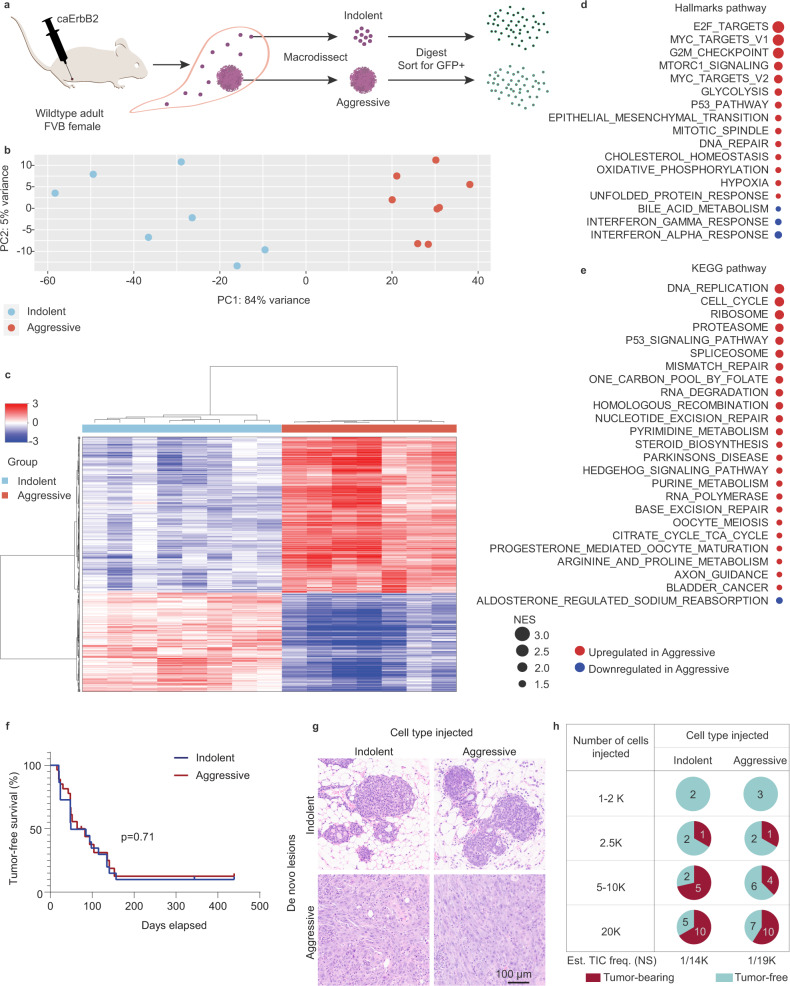
Tumor cells from indolent vs. aggressive lesions are transcriptionally distinct, but functionally indistinguishable in a new host. **a** Schema of bulk RNA-sequencing assay. Lesion samples were pooled from 2 to 5 animals per sample (21 total animals) to acquire sufficient material for analysis. **b** Principle component analysis of indolent vs. aggressive samples. **c** Heatmap of differentially expressed (DE) genes (FDR < 0.05) in indolent vs. aggressive samples. Values indicate median-centered variance-stabilizing-transformed counts. Normalized enrichment scores of Hallmarks (**d**) and KEGG (**e**) pathways in aggressive lesions vs. indolent following gene set enrichment analysis (GSEA). Pathways with FDR < 0.05 shown in order of normalized enrichment score (NES). Red and blue NES indicate, respectively, positive and negative enrichment in aggressive samples. **f** Kaplan–Meier plot showing tumor-free survival curves of animals injected intraductally with indolent or aggressive tumor cells. Two-sided p value calculated using log-rank (Mantel–Cox) test. Indolent group, *n* = 22; aggressive group, *n* = 27. **g** H&E of de novo lesions arising in the host after intraductal injection of indolent or aggressive tumor cells. Representative results from *n* = 18 animals per group. **h** Proportion of animals bearing tumors or remaining tumor-free ~400 days following injection of limiting dilutions of indolent or aggressive tumor cells. Number evaluated per group and dilution indicated in pie. Estimated tumor-initiating cell frequency (Est. TIC freq.) calculated using Extreme Limiting Dilution Analysis. NS non-significant, *p* value > 0.05. See also Supplementary Fig. 2, Supplementary Tables 1 and 2. Source data are provided as a Source Data file.

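The first principal component of the 500 most variable genes held 77.8% of the variance and the second 5.60%. All 8 aggressive samples lay between 23.04 and 43.8 on the first component, and all 7 indolent samples between -68.9 and -10.5. Over all genes in the table the first component held 57.4%, the largest move among the alternatives. Within the indolent samples, position on the first component went with batch, with means of -13.0 in batch 1, -37.2 in batch 2 and -64.1 in batch 3. The aggressive means were 35.5, 33.9 and 28.8.

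**Figure D1:**
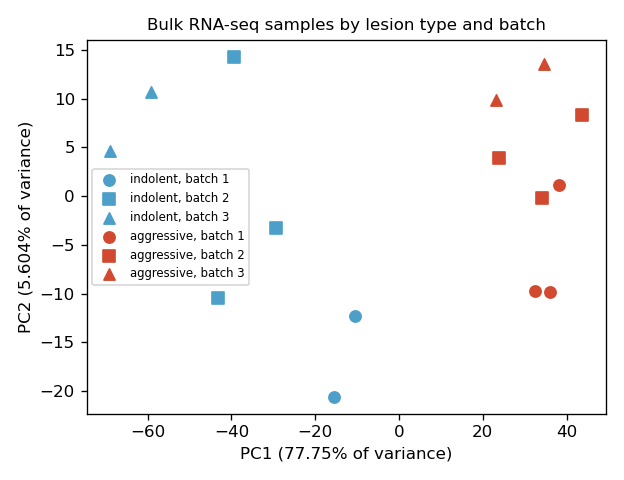
Principal components of log2(normalized count + 1) over the 500 most variable genes. Each point is 1 sample, colored by lesion type and shaped by sample preparation batch. The aggressive samples lie between 23.04 and 43.8 on PC1 and the indolent samples, ordered by batch, between -68.9 and -10.5.

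At an adjusted p under 0.05, 7958 of the 14606 genes differed between lesion types, 3994 higher and 3964 lower in aggressive lesions. With each sample scaled to the same total in place of the authors' size factors, 2925 were higher and 5014 lower, and the median log2 fold change of all genes moved from -0.02 to -0.18. A change of more than 2-fold was called for 1381 genes, 583 higher and 798 lower. Scaled to equal totals these were 431 higher and 949 lower. The same tests within a batch called 3424, 5278 and 6753 genes in batches 1, 2 and 3, and 47, 516 and 1605 for more than 2-fold. Every aggressive sample was above every indolent sample for 1764 genes and below for 1584, where chance gives 0.0311% of genes. Slc25a21, on chromosome 12, had 298 ± 55.02 (SD, n = 8) normalized counts in aggressive and 16.8 ± 20.7 (SD, n = 7) in indolent lesions, a log2 fold change of 5.34 (standard error 0.71, limma adjusted p = 9.89e-06). It was 3.38, 5.59 and 6.80 within batches 1, 2 and 3. Wnt3a, Ces2f and Pitx1 rose by 5.32, 5.18 and 5.10 on the log2 scale. These genes were higher in aggressive lesions in all 7 pools with both lesion types. Among genes with a mean of at least 10 normalized counts that were called for more than 2-fold and were lower in all 7 of these pools, the largest falls were those of Prol1 (log2 fold change -4.46), Erbb4 (-4.30), Luzp2 (-4.20), Csn1s2b (-4.11) and Fabp3 (-4.05). From the principal components and these differences, the paper concludes that the lesion types were distinct from one another.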

Transcriptional analysis of these tumor cells revealed that indolent and aggressive lesions were distinct from one another, as determined by principal component analysis (PCA) (Fig. 2b), and differential gene expression (DE) analysis, which identified over 8000 differentially expressed genes (8209 DE at false discovery rate (FDR) < 0.05; 1360 DE at FDR < 0.05, fold change >2; Fig. 2c, Supplementary Fig. 2b, c). 

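Gene sets were tested with limma's camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 45 sets and lists. These were 20 Hallmark and KEGG sets given with the paper's software and 25 lists of pathway, subtype and cell marker genes fixed before the data were examined. Camera called 16 of the 45, of which 13 were higher and 3 lower in aggressive lesions. All 16 were also called by fry, which called 30 of the 45. Fry asks whether a list changed at all, and camera whether it changed more than other genes. With 7958 of 14606 genes called, most lists can pass fry, so this agreement adds little. With the correlation between genes estimated from the samples, none was called (lowest adjusted p = 0.257), and 7 had an unadjusted p under 0.05. With the 15 samples regrouped, 11 of 100 splits, the real one included, gave as many sets under camera's preset correlation. An exact permutation of each list's mean score over every split of the samples, chosen after the data were seen, called 32 of the 45, among them all 16. Like fry, it does not set a list against other genes.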

Gene set enrichment analysis (GSEA) showed significant differences in several key cancer-associated pathways (Fig. 2d, e; Supplementary Tables 1 and 2). In particular, aggressive lesions exhibited enrichment of cell cycle and DNA replication pathways (Fig. 2e), as well as E2F- and Myc-associated Hallmark pathways (Fig. 2d). Furthermore, genes associated with DNA repair, G2/M checkpoint, p53 signaling, and metabolic (oxidative phosphorylation, glycolysis) pathways were also increased (Fig. 2d, e), indicative of elevated oncogenic, replicative, and metabolic stress known to accompany rapid tumor growth and progression^28^. 

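All 30 E2F-driven DNA replication genes of the list were higher in aggressive lesions, with a median log2 fold change of 1.17 (camera adjusted p = 1.85e-13). The medians within batches 1, 2 and 3 were 1.11, 1.19 and 1.18. At an adjusted p under 0.05, 28 of the 30 were called, and also 28 when adjusted over the list alone. Mcm2 had 2754 ± 470.2 (SD, n = 8) normalized counts in aggressive and 872 ± 191 (SD, n = 7) in indolent lesions, a log2 fold change of 1.67 (standard error 0.14, limma adjusted p = 3.36e-07). Ccne1 rose by 2.08, E2f1 by 0.98 and Pcna by 0.72 on the log2 scale. The 20 mitotic cell cycle genes had a median of 1.50 (camera adjusted p = 3.08e-11), and 1.30, 1.36 and 1.50 within the batches. All 20 were called, over all genes and adjusted over the list alone. Mki67 rose by 0.78 and Plk1 by 1.71. Of 25 Myc target genes, 22 were called higher and none lower, also when adjusted over the list alone, with a median of 0.82 (camera adjusted p = 7.53e-08) and 0.85, 0.61 and 0.71 within the batches. Among them Odc1 rose by 2.35 and Ncl by 0.70.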

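The Hallmark G2/M checkpoint set had a median log2 fold change of 0.66 over 193 genes (camera adjusted p = 1.65e-13), and 129 of its genes were called higher and 11 lower. Within batches 1, 2 and 3 its median was 0.57, 0.61 and 0.71. The Hallmark DNA repair set had a median of 0.29 over 142 genes (camera adjusted p = 0.00193), with 66 genes called higher and 27 lower, and 0.40, 0.18 and 0.21 within the batches. The 18 p53 target genes had a median of 0.48 (camera adjusted p = 0.0292) and 0.55, 0.59 and 0.61 within the batches. After quantile normalization the p53 list was no longer called (median 0.38, camera adjusted p = 0.0547). Of these genes 13 were called, 11 higher and 2 lower, and 13 adjusted over the list alone. Cdkn1a rose by 0.82 (limma adjusted p = 4.61e-04). Mdm2 rose by 0.49 (limma adjusted p = 0.0305) but fell by 0.29 within batch 1. It was no longer called in 7 of the 15 fits that each left out one sample, with log2 fold changes from 0.41 to 0.48 in them. The 20 oxidative phosphorylation genes of the list all had a positive log2 fold change, with a median of 0.43 (camera adjusted p = 2.83e-04). It was 0.68, 0.34 and 0.24 within the batches. Of them 15 were called, and 16 adjusted over the list alone. Cox4i1 was among those not called (0.09, limma adjusted p = 0.644), and its sign turned within batch 3 and when samples were scaled to equal totals or quantile normalized. The list holds no mitochondrially encoded gene. Such genes took 1.02% of the aggressive and 1.42% of the indolent libraries (exact permutation test, p = 0.0503), and their share was lower in the aggressive sample in 7 of 7 pools. The rise therefore covers the listed genes alone. The glycolysis list filled 15 table entries, since Aldoa is listed under more than 1 identifier, and the reads of such copies can be split. Its median was 1.11 (camera adjusted p = 5.73e-06), and 1.21, 0.93 and 1.00 within the batches, with 13 entries called higher and 1 lower, and 14 in all when adjusted over the list alone. Slc16a3 rose by 2.74, Ldha by 0.99, Slc2a1 by 0.73 and Hk2 by 0.55. The KEGG glycolysis and gluconeogenesis set was not called by camera (45 genes, median -0.09, camera adjusted p = 0.647), and its genes went both ways, with 15 called higher and 14 lower. Its median was 0.21, -0.16 and -0.07 within the batches. Fry called this set (adjusted p = 0.0198), and fgsea on the signal-to-noise ratio did not (NES 1.29, fgsea adjusted p = 0.184). The Hallmark glycolysis set was not at hand. The KEGG citrate cycle set had a median of 0.28 (camera adjusted p = 0.0113), with 0.49 within batch 1, 0.26 within batch 2 and -0.01 within batch 3, and it was not called after quantile normalization (camera adjusted p = 0.109).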

Aggressive lesions also overexpressed EMT pathway genes (Fig. 2d), consistent with reports that invasiveness is facilitated by the transition of epithelial cells to a more mesenchymal state^29–31^. These findings also confirmed our own histopathological observations of spindloid and squamous metaplastic cells in aggressive lesions. In addition, aggressive lesions exhibited negative enrichment of immune-associated pathways (Fig. 2d) despite heavy immune infiltration into these lesions (Fig. 1d, bottom panel), suggesting that aggressive tumor cells may be capable of dampening anti-tumor immunity. 

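Of 24 EMT genes in the list, 13 were called higher and 1 lower in aggressive lesions, and 14 in all when adjusted over the list alone. The median log2 fold change was 0.54 (camera adjusted p = 0.00909), and 0.61, 0.32 and 0.96 within batches 1, 2 and 3. For 8 of the 24 the change was more than 2-fold. Twist1 had 621 ± 112 (SD, n = 8) normalized counts in aggressive and 85.1 ± 60.2 (SD, n = 7) in indolent lesions, a log2 fold change of 3.14 (standard error 0.34, limma adjusted p = 1.54e-06). Pdpn rose by 2.86 and Snai2 by 2.71. Vim was not called (0.50, limma adjusted p = 0.167), and it was 1.49 within batch 3 and -0.06 within batch 1. Zeb1 (-0.40, limma adjusted p = 0.267) and Fn1 (-0.78, limma adjusted p = 0.0577) were not called either. With pool as a replicate block both were called lower, Zeb1 at -0.50 (limma adjusted p = 0.0137) and Fn1 at -0.80 (limma adjusted p = 0.0189). Fn1 was lower in 6 of the 7 pools with both lesion types, and it was called lower in 6 of the 15 fits that each left out one sample (-0.90 to -0.86). The 11 epithelial junction and keratin genes had a median of -1.33 (camera adjusted p = 9.21e-05), with 10 called lower, also adjusted over the list alone, and -0.90, -1.24 and -1.93 within the batches. Cdh1 was among them, at -0.87 (limma adjusted p = 6.71e-04).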

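Of 25 interferon response genes, 22 were called lower in aggressive lesions and none higher, and 23 were called when adjusted over the list alone. Their median log2 fold change was -1.10 (camera adjusted p = 3.62e-08), and -1.19, -1.11 and -1.02 within batches 1, 2 and 3. Irf7 had 1281 ± 273 (SD, n = 8) normalized counts in aggressive and 3454 ± 1075 (SD, n = 7) in indolent lesions, a log2 fold change of -1.38 (standard error 0.20, limma adjusted p = 2.22e-05). Ifit2 changed by -2.09 and Isg15 by -0.91. The 9 MHC class I antigen presentation genes had a median of -0.33 (camera adjusted p = 0.145), with 5 called lower, also adjusted over the list alone, and -0.16, -0.42 and -0.40 within the batches. After quantile normalization this list was called (median -0.46, camera adjusted p = 0.0467). H2-K1 changed by -0.82 and B2m by -0.98. From the negative enrichment of immune-associated pathways, the paper proposes that aggressive tumor cells may dampen anti-tumor immunity.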

Notably, aggressive lesions expressed ERBB family members at comparable (*Erbb2* and *Egfr)* or lower (*Erbb3* and *Erbb4*) levels compared to indolent lesions (Supplementary Fig. 2d–g), and also did not display gene set enrichment for the ERBB signaling pathway (Supplementary Fig. 2h), suggesting that aggressive lesions may be less dependent on ERBB signaling for continued aggressive behavior. 

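Erbb2, on chromosome 11, had 9228 ± 2559 (SD, n = 8) normalized counts in aggressive and 10374 ± 2537 (SD, n = 7) in indolent lesions. Its log2 fold change was -0.18 (standard error 0.19, limma adjusted p = 0.446), with 0.14, -0.15 and -0.50 within batches 1, 2 and 3. Whether reads of the rat transgene were counted on this gene was not tested. After quantile normalization its log2 fold change was -0.41 (limma adjusted p = 0.0472). Egfr, on chromosome 11, had 3246 ± 1470.2 (SD, n = 8) and 2902 ± 502 (SD, n = 7), a log2 fold change of 0.05 (standard error 0.24, limma adjusted p = 0.865). Its sign varied between batches, at -0.52, 0.71 and -0.12, and turned when samples were scaled to equal totals or quantile normalized. Erbb3, on chromosome 10, had 5792 ± 1905 (SD, n = 8) and 13334 ± 3567 (SD, n = 7), a log2 fold change of -1.23 (standard error 0.22, limma adjusted p = 1.51e-04). It was -0.998, -0.91 and -1.81 within the batches. Erbb4, on chromosome 1, had 5.36 ± 4.45 (SD, n = 8) and 110 ± 56.9 (SD, n = 7), a log2 fold change of -4.30 (standard error 0.51, limma adjusted p = 3.44e-06). It was -4.25, -3.83 and -4.92 within the batches. In two-sided exact permutation tests over the 6435 splits of the samples, p was 0.389 for Erbb2, 0.833 for Egfr, 9.32e-04 for Erbb3 and 1.55e-04 for Erbb4, the last being the smallest p these splits can give. Adjusted over the 4 genes, these were 0.519, 0.833, 0.00186 and 6.22e-04.

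**Figure D2:**
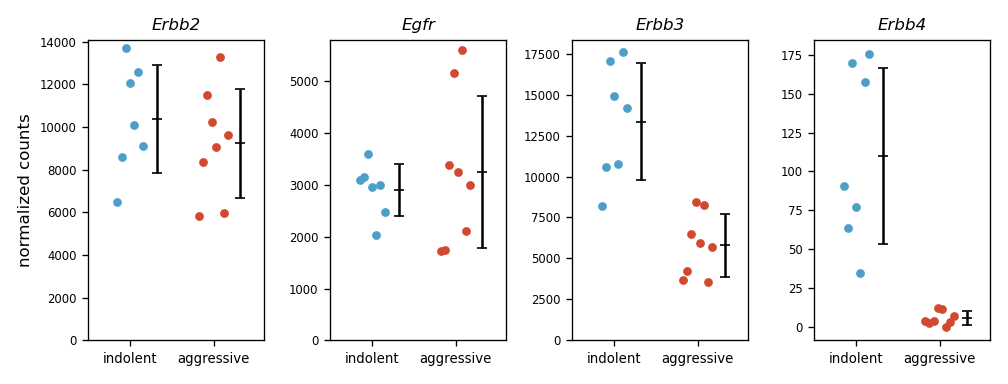
Normalized counts of Erbb2, Egfr, Erbb3 and Erbb4 in 7 indolent and 8 aggressive samples. Each point is 1 sample, and the black mark with bars to the right of each group is the mean with its SD. Erbb3 and Erbb4 lie lower in aggressive samples.

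From the levels of these receptors, together with the lack of enrichment of the ERBB signaling pathway, the paper proposes that aggressive lesions may be less dependent on ERBB signaling.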

Finally, to evaluate the intrinsic subtypes of breast cancer(s) most represented by our model, we performed PAM50 analysis on the transcriptional profiles of indolent and aggressive lesions^32^. In contrast to St. Gallen surrogate subtyping, PAM50 analysis revealed that our indolent lesions were most transcriptionally similar to Normal-like and Luminal A human subtypes, while aggressive lesions resembled Basal-like human subtypes (Supplementary Fig. 1f).

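The basal genes of the PAM50 panel, 8 of which were in the table, had a median log2 fold change of 1.93 (camera adjusted p = 0.0704), and 1.64, 1.75 and 2.40 within batches 1, 2 and 3. Of the 8, 5 were called higher and 2 lower, and 7 when adjusted over the list alone. Krt5 rose by 3.52, Krt14 by 3.57 and Krt17 by 2.77. In indolent lesions Krt5 averaged 71734 normalized counts in batch 1, 33322 in batch 2 and 9795 in batch 3, against 314068 ± 53946.5 (SD, n = 8) in all aggressive lesions. The 11 luminal genes had a median of -1.42 (camera adjusted p = 0.0569), with 3 called higher and 7 lower, 10 adjusted over the list alone, and -0.90, -1.59 and -1.69 within the batches. Esr1 changed by -1.97, Pgr by -2.99 and Foxa1 by -1.78. With samples scaled to equal totals camera called the basal list (adjusted p = 0.0269), and after quantile normalization the luminal list (adjusted p = 0.0456). Fry, which asks only whether a list changed at all, called the basal list (adjusted p = 9.86e-05) and the luminal list (2.2e-06). So did fgsea on the signal-to-noise ratio (0.00398 and 0.0253). The 11 proliferation genes had a median of 1.53 (camera adjusted p = 1.47e-07), and all 11 were called, also adjusted over the list alone. It was 1.30, 1.45 and 1.47 within the batches. The 4 HER2 genes had a median of -0.07 (camera adjusted p = 0.938), with 2 called, and 0.24, 0.01 and -0.53 within the batches. The subtype probabilities themselves were not recomputed.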

Taken together, the transcriptional profile of large, rapidly progressing lesions is consistent with aggressive growth, activation of developmental pathways leading to epithelial metaplasia, and inhibition of anti-tumor immune responses that might have otherwise limited tumor growth and progression.

### Cell-intrinsic features are insufficient to drive aggressive lesion behavior

To ascertain the degree to which aggressive lesion behavior was determined by cell-intrinsic features, we tested the lesion-forming capacity of epithelial cells isolated from both indolent and aggressive lesions. We hypothesized that if lesion behavior was driven primarily by cell-intrinsic properties, then cells from indolent lesions would give rise to slow growing, in situ lesions, while cells from aggressive lesions would give rise to rapidly progressing, invasive lesions. To test this hypothesis, we isolated GFP+ tumor cells from indolent and aggressive lesions and immediately re-injected them into the mammary ducts of wild type, non-tumor-bearing adult female mice to test their ability to give rise to new lesions. Surprisingly, we found that indolent and aggressive lesions were indistinguishable from one another in their ability to initiate new tumors when placed in matched microenvironments of new, non-tumor-bearing hosts (Fig. 2f). In particular, we found that cells derived from indolent lesions were capable of forming both in situ and invasive lesions, as were those derived from aggressive lesions (Fig. 2g). In addition, injection of a limiting dilution of cells revealed no significant difference in lesion-forming capacity of indolent vs. aggressive lesions calculated using extreme limiting dilution analysis (ELDA)^33^ (*p* = 0.34, Fig. 2h). Taken together, these results suggest that cell-intrinsic features alone were insufficient to drive aggressive behavior.

### The aggressive tumor niche harbors an expanded basal-like population

To investigate how co-evolving epithelial and immune cells might functionally govern lesion aggressiveness, we performed single-cell RNA sequencing (scRNA-seq) of tumor (GFP+) and immune (CD45+) cells isolated from both indolent and aggressive lesions (Fig. 3a, Supplementary Fig. 2i, Supplementary Data 1). Analysis of the tumor epithelial cell compartment revealed two luminal-like populations (major Luminal 1 and minor Luminal 2) that comprised the bulk of indolent lesions, and a basal-like population (Basal) that comprised the bulk of aggressive lesions (Fig. 3b–f, Supplementary Fig. 3a–c). Indolent and aggressive lesions harbored significantly different proportions of tumor clusters overall and individually (Supplementary Fig. 3d–f). We also identified contaminant populations of fibroblasts and immune cells within the GFP+ fraction (Supplementary Fig. 3g), that were useful for validating our clustering approach. Immunostaining by imaging mass cytometry (Fig. 4) for luminal and basal cytokeratins (CK8 and CK5, respectively) confirmed that indolent and aggressive lesions were indeed comprised of two major distinct epithelial subtypes. Consistent with some types of human in situ lesions, indolent lesions in our model were comprised primarily of cuboidal-shaped luminal (CK8+) tumor cells, relatively uniform in appearance throughout the lesion cross-section, with a single discontinuous layer of basal (CK5+) and myoepithelial (α-SMA) cells in the surrounding basal compartment^34,35^. In contrast, invasive lesions harbored an expanded CK5+ population that was not restricted to the basal compartment and instead intermixed with CK8+ cells within the tumor bulk (Fig. 4a, b; Supplementary Fig. 4a, d).

**Fig. 3:**
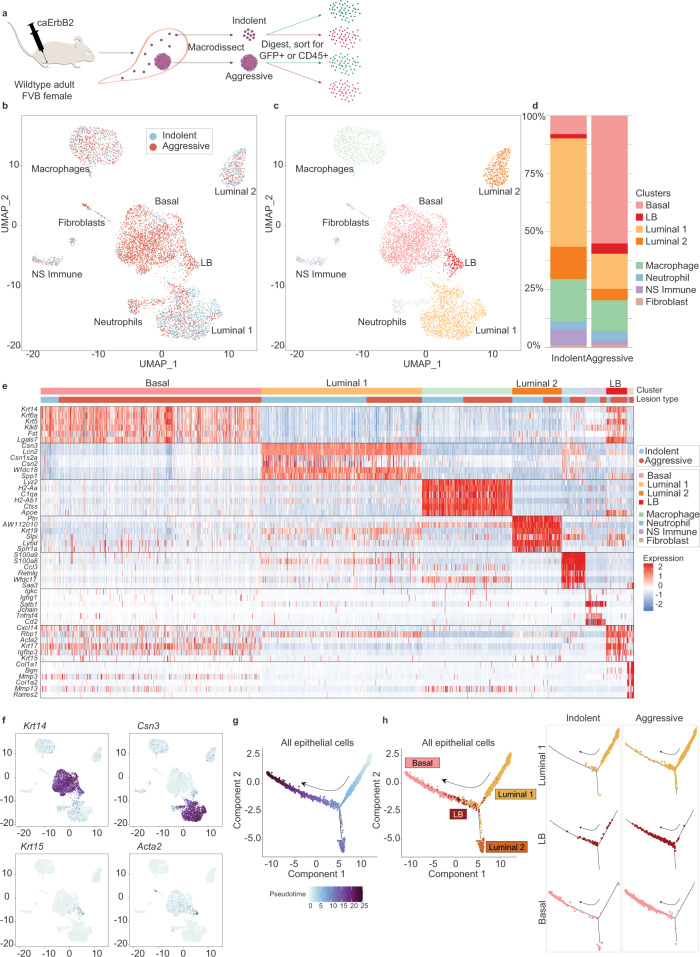
The aggressive tumor niche harbors an expanded basal-like population that is transcriptionally linked to a luminal-like population through an intermediate state. **a** Schema of single-cell RNA sequencing assay. Four samples (indolent tumor cells, indolent immune cells, aggressive tumor cells, and aggressive immune cells) were obtained from 13 pooled mice to acquire sufficient material for analysis. **b**–**d** Uniform Manifold Approximation and Projection (UMAP) was used for dimension reduction of single-cell data. Tumor fractions from indolent and aggressive lesions were computationally merged (**b**) for cluster analysis and identification (**c**). Proportion of clusters per group shown in **d**. **e** Heatmap of top differentially expressed (DE) genes for each cluster, ordered in decreasing cluster size. Clusters indicated by top horizontal bar, with inferred tumor clusters noted (Basal, Luminal 1, Luminal 2, LB). Cells derived from indolent or aggressive tumor sample indicated by second horizontal bar. DE genes are listed on the left. **f** UMAP plots of all tumor cells, colored by expression of *Krt14* for basal-like cells, *Csn3* for Luminal 1 cells, *Krt15*, and *Acta2* for LB cells. Trajectory plot of all tumor cells, colored by pseudotime value (**g**) and cluster (**h**, left panel). Luminal 1, LB, and basal cells were plotted by lesion type to visualize distribution along trajectory of cells from indolent vs. aggressive tumors (**h**, right panel). Arrow indicates increasing pseudotime value. See also Supplementary Fig. 3. Source data are provided as a Source Data file.

**Fig. 4:**
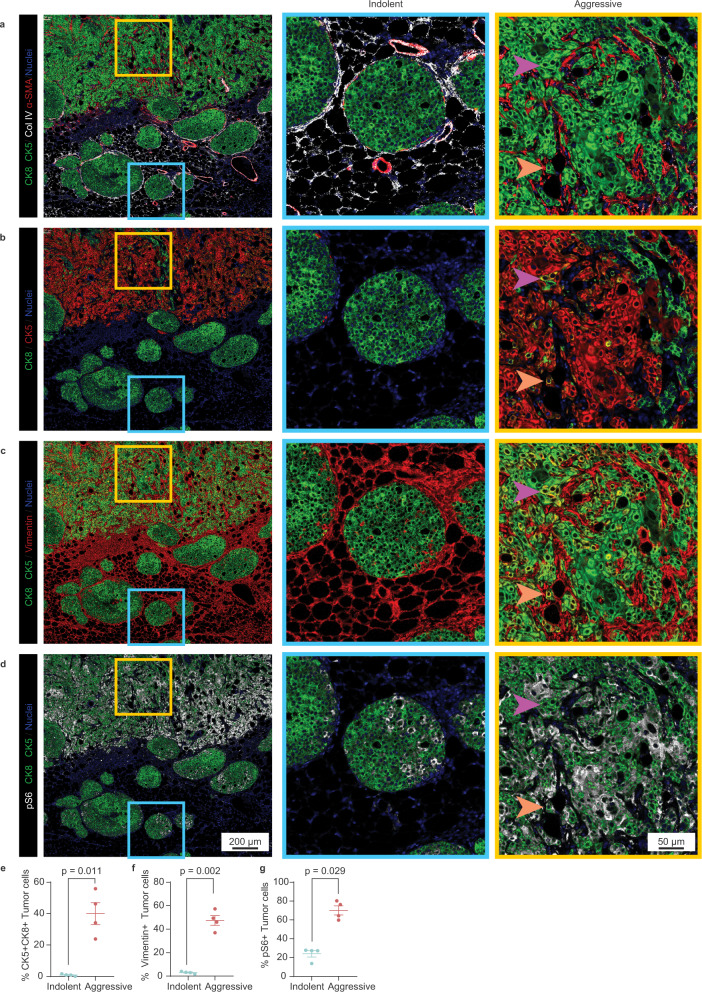
Multiparametric imaging of indolent and aggressive lesions reveals spatially heterogeneous tumor and immune niches. **a**–**d** All images shown are pseudo-colored channels from a single mammary tissue section bearing indolent and aggressive lesions stained using a cocktail of antibodies and visualized using imaging mass cytometry. Lesions were stained for collagen IV (basement membrane), α-SMA (smooth muscle actin, myoepithelial marker), cytokeratin 8 (luminal epithelial marker), cytokeratin 5 (basal epithelial marker), vimentin (mesenchymal marker), and pS6 (S235/S236, mTOR signaling). Combinations of markers were selected to evaluate indolent and aggressive lesions for membrane integrity (**a**), epithelial identity and mixed epithelial lineage (**b**), mixed epithelial/mesenchymal lineage (**c**), and metabolic activity (**d**). Representative images on the left panel show low-magnification view of adjacent indolent and aggressive lesions. Boxes in left panel correspond by color to high magnification images, shown in middle (blue, indolent), and right (yellow, aggressive) panels. Arrows of the same color point to the same cell in each image. Quantification of indolent or aggressive tumor cells co-expressing CK5 and CK8 (**e**), vimentin (**f**), and pS6 (**g**). *P* value was calculated using two-tailed Welch’s t-test (**e**, *t* = 5.588, degrees of freedom (df) = 3.012; **f**, *t* = 10.50, df = 3.075) or two-sided Wilcoxon rank-sum test (**g**, *U* = 0); error bars indicate standard error of the mean (SEM). Each dot represents quantification from one region. See also Supplementary Fig. 4. Source data are provided as a Source Data file.

Interestingly, single-cell analysis identified an intermediate cell population (designated LB, for Luminal-Basal) whose transcriptional profile contained features of both Luminal 1 and Basal clusters, and which expanded as lesions advanced. A similar luminal-basal mixed-lineage population was also detected histologically within invasive lesions co-expressing luminal and basal epithelial markers (CK8, CK5; Fig. 4b, E; Supplementary Fig. 4), a subset of which also expressed the mesenchymal marker vimentin (Fig. 4c, f). These cells could be identified among single positive cells (Supplementary Fig. 4a, b). Very rarely, cells that appeared to be in the process of transitioning between single and double CK positive states were observed (Supplementary Fig. 4c). The emergence of this mixed-lineage population, in addition to the broad presence of tumor cell metaplasia within the aggressive niche, suggests that rapid lesion progression in this model may be associated with loss of epithelial identity, increased plasticity, and/or expansion of precursor populations^36^.

To visualize the degree of transcriptional relatedness between tumor cells, we constructed pseudotemporal trajectories by Monocle v2^37,38^. As suggested by our clustering analysis, we found a transcriptional continuum between Luminal 1 cells and Basal cells, through LB intermediates (Fig. 3g, h). In contrast, Luminal 2 cells were found to be relatively transcriptionally distinct from other epithelial populations (Fig. 3h, left panel). Luminal 1, LB, and Basal cells from indolent and aggressive lesions were visualized individually to identify their distributions on the trajectory (Fig. 3h, right panel). Cells from aggressive lesions tended to be distributed more broadly along the trajectory and, in particular, aggressive Luminal 1 and LB populations projected further towards the Basal point of the trajectory, compared to indolent cells of the same cluster. These distributions suggest that aggressive Luminal and LB clusters harbor greater transcriptional heterogeneity and Basal-like features compared to their indolent counterparts. Inferred copy-number analysis using inferCNV^39^ revealed a minority of Basal cells with inferred gains (Supplementary Fig. 3h, i), and more aneuploid chromosomes than all other populations (Supplementary Fig. 3j, k), in agreement with a model in which normoploid Luminal 1 cells represent an early stage in tumor progression, while Basal cells represent a more advanced, aneuploid stage. Taken together these data suggest that some breast cancer cells may undergo a cell-state transition between luminal-like and basal-like phenotypes, through an identifiable intermediate transition state, during progression from in situ to invasive disease.

### Tumor subpopulations exhibit heterogeneous pathway enrichment that become more pronounced in aggressive lesions

Given the shift in frequencies of different tumor cell types in aggressive and indolent lesions, we next asked whether these different tumor cell populations exhibited detectable differences, beyond cell identity, in their imputed function. Evaluation of Hallmark and KEGG gene signatures by gene set variation analysis (GSVA, Fig. 5a, b) largely aligned with differences identified by bulk transcriptomic profiling of indolent and aggressive tumor cells. The ERBB2 signaling pathway (KEGG) was enriched within the Luminal populations, which was expected given the oncogenic event introduced into these cells was caErbB2. Notably, the Basal population exhibited a relative decrease in these pathways, suggesting that these cells may be less reliant on ERBB2 signaling for continued oncogenic proliferation or progression (Fig. 5a, b).

**Fig. 5:**
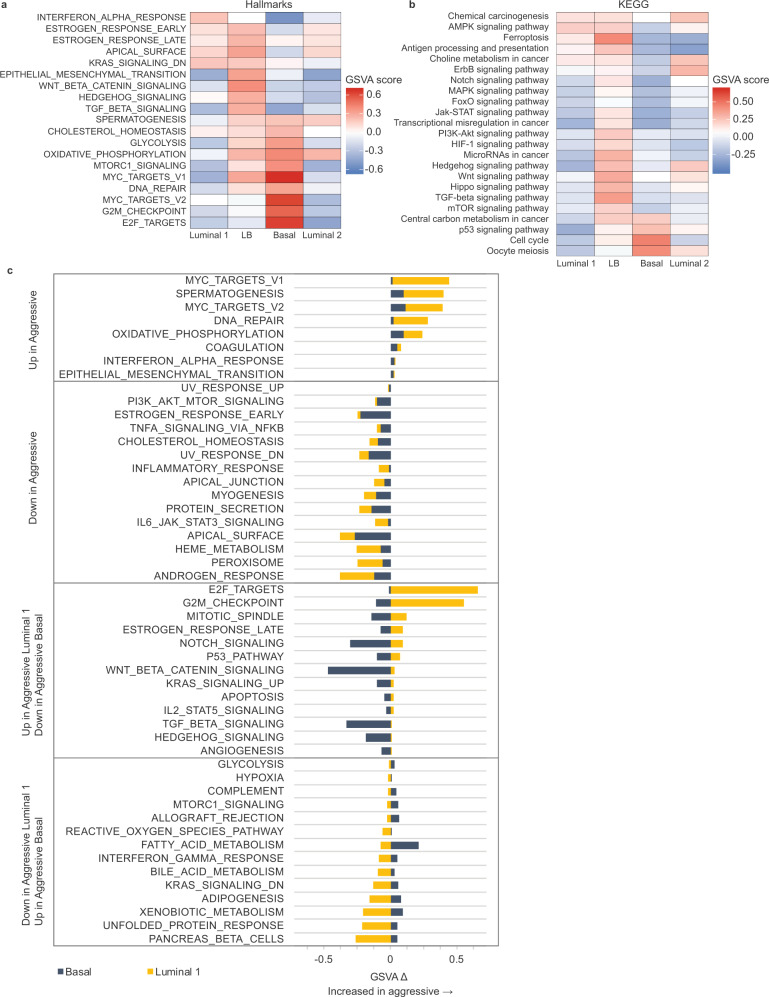
Heterogeneous pathway enrichment across tumor subpopulations suggest distinct functional roles in the tumor niche. **a**, **b** Comparison of pathway enrichment across tumor subpopulations. Heatmap of enrichment scores of selected Hallmarks (**a**) and KEGG (**b**) pathways in tumor clusters following gene set variation analysis (GSVA). Positive score indicates relative enrichment vs. other populations identified by scRNA-seq and pathways within the same collection. Cells from indolent and aggressive lesions were analyzed together per cluster. **c** Comparison of pathway changes in indolent vs. aggressive lesions: clusters were analyzed by lesion type to calculate a change in Hallmark pathway enrichment score (GSVA delta, Δ) in aggressive vs. indolent lesions. Positive score indicates increased score in aggressive lesions. Pathways were classified as concordantly (top two panels) or discordantly (bottom two panels) shifted in Luminal 1 and Basal populations of aggressive lesions compared to indolent lesions. Source data are provided as a Source Data file.

Instead, the Basal population showed enrichment of E2F and Myc signaling (Hallmarks), cell cycling (KEGG), G2/M checkpoint (Hallmarks), and p53 signaling (KEGG) pathways, consistent with proliferation, growth, and replicative stress (Fig. 5a, b), as seen in bulk aggressive lesions (Fig. 2d, e). Relative enrichment of spermatogenesis (Hallmarks) and oocyte meiosis (KEGG) pathways suggests the inappropriate somatic upregulation of meiotic genes associated with disrupted mitosis^40–43^. As might be expected for rapidly cycling cells, the Basal population also exhibited enrichment of metabolic pathways (Fig. 5a, b), validated by increased levels of phosphorylated-S6 (Fig. 4d, g).

Consistent with our hypothesis that the LB population represents a mixed-lineage state, this population exhibited increased expression of genes associated with developmental and embryonic programs (Fig. 5a, b), including Wnt-beta-catenin, Hedgehog, TGF-beta, and Notch, and Hippo signaling, as well epithelial-to-mesenchymal transition (Hallmarks, KEGG).

Interestingly, we observed a modest enrichment of antigen processing and presentation (KEGG) and interferon-alpha signaling (Hallmarks) in the Luminal 1 population (Fig. 5a, b). In contrast, the relative decrease of these pathways in the Basal population suggests that cells in the aggressive niche may be more resistant to immune surveillance, perhaps permitting their rapid expansion.

To identify whether Luminal 1 and Basal cells shift their function based on lesion aggressiveness, we analyzed these populations by lesion type and calculated the change in GSVA pathway enrichment scores in aggressive lesions relative to indolent lesions. We identified pathways for which both Luminal 1 and Basal populations were increased (e.g., Myc signaling) and decreased (e.g., apical surface) (Fig. 5c, top panels) in aggressive lesions relative to indolent lesions. We also identified a set of pathways that were discordantly altered in aggressive populations. Specifically, oncogenic signaling and DNA stress pathways were increased in luminal but not basal populations in aggressive lesions relative to indolent lesions, whereas metabolic pathways were increased in basal but not luminal populations in aggressive lesions relative to indolent lesions (Fig. 5c, bottom panels). Opposing pathway changes suggest that these tumor cell populations may play increasingly divergent functional roles within the lesion niche.

### The aggressive niche harbors an expanded and spatially restricted neutrophil population

To characterize the immune composition of indolent and aggressive lesions, we evaluated scRNA-seq data acquired from CD45+ cells sorted by FACS from these two lesion types. We identified major immune cell types, including T cells (4 clusters), B cells, plasma cells, NK cells, neutrophils, macrophages, and dendritic cells (Fig. 6a, b, d; Supplementary Fig. 5a, b). The detection of a broad range of immune cell types in our model is consistent with previous findings in human breast cancer^44–48^. While these immune cell populations were identified in both lesion types, their relative frequencies were shifted (Fig. 6c; Supplementary Fig. 5c–e). To validate these findings, we performed immunostaining for several lymphoid and myeloid cells, including T cells, B cells, macrophages, and neutrophils (Fig. 6e). In agreement with our scRNA-seq data, immunostaining showed decreased lymphoid cells (T cells, B cells) but increased myeloid cells (macrophages, neutrophils) in aggressive lesions (Fig. 6c, e). These findings point to a lymphoid-to-myeloid shift consistent with the reported role of myeloid populations in mediating T cell suppression. Indeed, although fewer infiltrating CD4+ and CD8+ T cells per tumor area were observed in aggressive lesions relative to indolent lesions (Supplementary Fig. 6a–d), subset analysis of T cell clusters (T cell 1–4) revealed that immune-suppressed T cell populations (identified using exhaustion scores calculated from the expression of genes associated with immune suppression) were increased in relative frequency in aggressive lesions (Supplementary Fig. 6e–h).

**Fig. 6:**
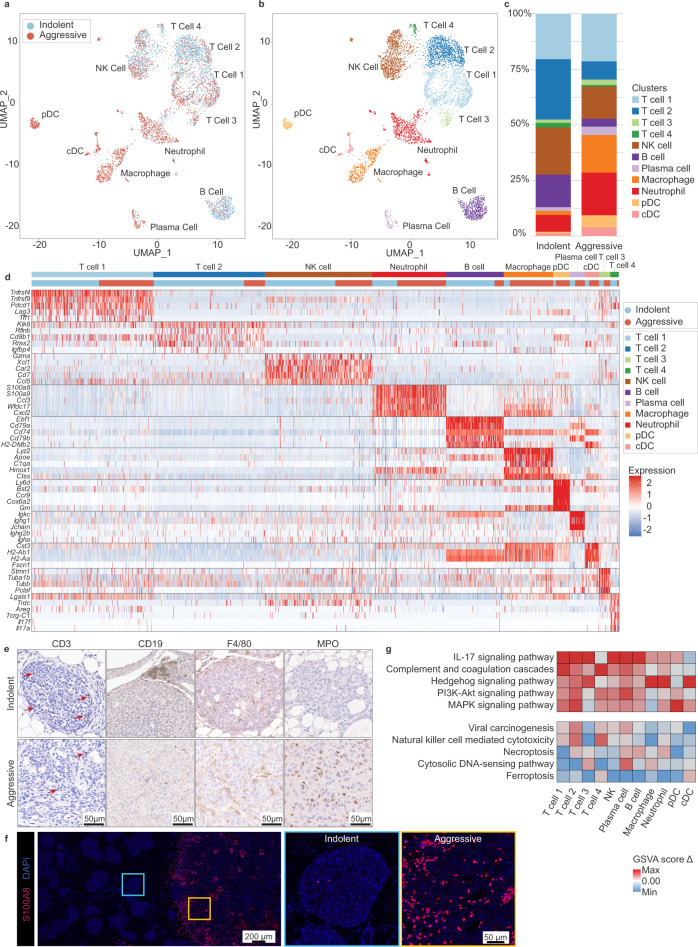
The aggressive niche harbors an expanded and spatially restricted myeloid population. **a**–**c** UMAP was used for dimension reduction of single-cell data. Immune fractions from indolent and aggressive lesions were computationally merged (**a**) for cluster analysis and identification (**b**). Proportion of clusters per group shown in **c**. NK natural killer, pDC plasmacytoid dendritic cell, cDC conventional dendritic cell. **d** Heatmap of top differentially expressed (DE) genes for each cluster, ordered in decreasing cluster size. Clusters indicated by top horizontal bar, with inferred immune identity noted. Cells derived from indolent or aggressive tumor sample indicated by second horizontal bar. DE genes are listed on the left. **e** Immunohistochemical staining for major lymphoid (T cells—CD3; B cells—CD19) and myeloid (macrophages—F4/80; neutrophils—MPO) populations associated with indolent and aggressive lesions. Arrows point to selected positively stained cells. Representative images shown from *n* = 4, 3, 3, 4 animals for CD3, CD19, F4/80, and MPO, respectively. **f** Immunofluorescent staining for neutrophils using an alternative marker S100A8. Left panel shows low power magnification view of adjacent indolent and aggressive lesions, with S100A8+ infiltration tightly localized with the aggressive niche. Boxes correspond by color to high magnification images shown middle (blue, indolent) and right (yellow, aggressive) panels. Representative images shown from *n* = 7 animals. **g** Immune clusters were analyzed by lesion type to calculate a change in KEGG pathway enrichment score (GSVA delta) in aggressive vs. indolent lesions. Positive score indicates increased enrichment score in aggressive lesions. Top 5 pathways most commonly increased or decreased across populations were identified to ascertain potential niche-wide changes associated with aggressive lesions. See also Supplementary Figs. 5–7. Source data are provided as a Source Data file.

Validation by immunostaining for S100A8 (elevated in neutrophils and myeloid-derived suppressor cells^49,50^) showed that, among immune cells identified by staining, S100A8+ neutrophils exhibited the greatest dichotomy between indolent and aggressive niches (Fig. 6f). Invasive niches exhibited a massive infiltration of S100A8+ neutrophils, while in situ lesions were almost completely devoid of these cells. Remarkably, the exclusion of S100A8+ neutrophils from in situ lesions was maintained even when these lesions were adjacent to their invasive counterparts, suggesting that the recruitment of these cells is tightly linked to the local aggressive niche.

Consistent with the active recruitment of neutrophils, we noted that one T cell population (T cell 4, potentially gamma-delta T cells based on relatively increased expression of genes encoding gamma (*Tcrg-C1*) and delta (*Trdc*) T cell receptors, Fig. 6d) displayed relatively higher expression of genes encoding IL-17 ligands, *Il17a* and *Il17f* (Fig. 6d, Supplementary Fig. 7a, b). IL-17 is known to activate downstream signaling cascades ultimately leading to neutrophil recruitment. Genes encoding cognate receptors *Il17ra* and *Il17rc* were relatively increased, respectively, in immune cells (particularly neutrophils and macrophages, Supplementary Fig. 7c, d) and Basal tumor cells (Supplementary Fig. 7e, f). In addition, target genes downstream of IL-17 signaling (KEGG) was the most commonly increased pathway across multiple immune populations in aggressive lesions relative to indolent lesions (Fig. 6g). These data identify a niche interaction in which IL-17 cytokines produced by one population may effect signaling pathways in potential niche collaborators. Altogether, our single-cell and histological findings suggest potential roles for IL-17 signaling and/or neutrophils in distinguishing indolent from aggressive lesions, and potentially driving or supporting aggressive lesion progression.

### Some indolent lesions bear tumor and immune features associated with aggressive lesion behavior

Although we observed largely dichotomous features when comparing indolent with aggressive lesions, we did observe a subset of smaller-sized lesions that shared properties with aggressive lesions. Specifically, some of these smaller lesions exhibited mixed-lineage cells and an expanded basal-like (cytokeratin 5) population, similar to that observed in advanced lesions (Supplementary Fig. 8a, b). In addition, we observed a few rare smaller-sized lesions with accompanying neutrophils (Supplementary Fig. 8c, d). These observations suggest that the subset of indolent lesions exhibiting these features may be on their way to becoming aggressive lesions.

### Inhibition of granulocyte recruitment reduces aggressive niche formation and delays tumor progression

Given the putative activation of the IL-17 pathway in our lesions in addition to its well-documented role in neutrophil recruitment, we tested the impact of IL-17-blockade on lesion progression. We treated mice with antibodies against IL-17A and its receptor IL-17RA (herein referred to as anti-IL-17), or isotype control, 1 week following intraductal injection with lentiviral caErbB2, a time when very early stage lesions are established (Fig. 7a).

**Fig. 7:**
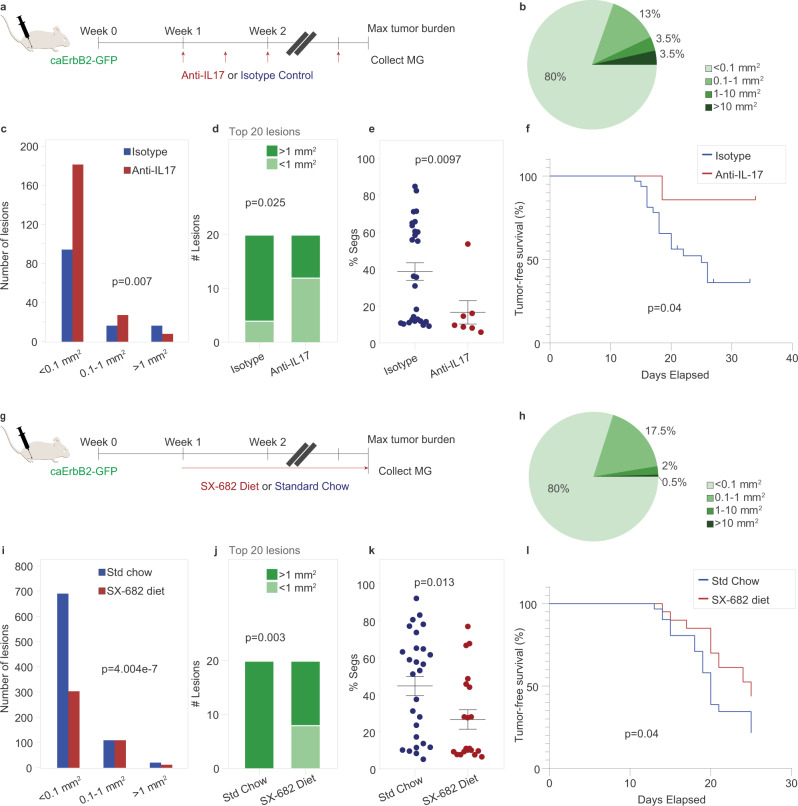
Inhibition of IL-17 and granulocyte recruitment reduces aggressive niche formation and delays tumor progression. Animals were treated with anti-IL-17/17RA or isotype control (**a**–**f**), and SX-682 diet or standard chow (**g**–**l**). **a**, **g** Schema showing experimental timeline: animals were allowed to form lesions for 1 week then treated until endpoint. All animals were collected when any one animal reached maximum tumor burden. Quantification of lesion area from animals treated with anti-IL-17/17RA or isotype control (**b**–**d**), treated in the same cohort, and SX-682 diet or standard chow (**h**–**j**), treated in the same cohort. Only mammary glands bearing lesions could be quantified. Anti-IL-17 study, *n* = 5 per group; SX-682 study, *n* = 8 per group. Pie chart showing proportion of lesions by size for Anti-IL-17 study (**b**) and SX-682 study (**h**). **c**, **i** Quantification of lesion area and number binned by size, with p value calculated by Pearson’s Chi-squared test, for Anti-IL-17 study (Chi-squared (*χ*^2^) = 10.014, df = 2) (**c**) and SX-682 study (Chi-squared = 29.462, df = 2) (**i**). **d**, **j** Stacked column graph of 20 largest lesions per group binned by size for anti-IL-17 study (**d**) and SX-682 study (**i**). *P* value calculated by two-sided Fisher’s exact test. **e**, **k** Percent segmented cells measured by complete blood count from peripheral blood collected at time of euthanasia and mammary gland collection. *P* value was calculated using two-sided Wilcoxon rank sum test; error bars indicate standard error of the mean (SEM). Each dot represents one animal. **e** Anti-IL-17 group, *n* = 7; control group, *n* = 32 pooled from multiple identically treated control cohorts; *U* = 43. **k** SX-682 group, *n* = 20; control group, *n* = 29 pooled from multiple identically treated cohorts, *U* = 169.5. **f**, **l** Kaplan–Meier plot showing tumor-free survival curves of treated animals. Two-sided *p* value calculated using log-rank (Mantel–Cox) test. **f** Anti-IL-17 group, *n* = 7; control group, *n* = 32 pooled from multiple identically treated cohorts. **l** SX-682 group, *n* = 20; control group, *n* = 29 pooled from multiple identically treated cohorts. Source data are provided as a Source Data file.

As previously observed, the majority of lesions across all animals (regardless of treatment) were small indolent lesions (93% less than 1 mm^2^), with only a minority rapidly progressing to a very large size (3.5% at or greater than 10 mm^2^) (Fig. 7b). Anti-IL-17 treated animals exhibited a decrease in the number of aggressive lesions >1 mm^2^ (Fig. 7c, d), associated with decreased circulating neutrophils (Fig. 7e), suggesting that anti-IL-17 treatment inhibited lesion progression. A commensurate increase in small lesions (Fig. 7c) suggests that IL-17 blockade did not prevent small lesions from forming but limited their subsequent progression. Finally, when compared with a population of animals identically treated with isotype control (pooled from multiple cohorts), animals treated with anti-IL-17 showed delayed latency to a palpable tumor (Fig. 7f). These results are consistent with a pro-tumor role of IL-17 and possibly neutrophils in aggressive niches, as has been described for N2 neutrophils and/or granulocytic myeloid-derived suppressor cells (G-MDSCs)^50,51^.

To validate the role of pro-tumor neutrophils/G-MDSCs in our model, we next measured the effect of treating lesion-bearing animals with SX-682, a small molecule inhibitor of CXCR1/2 reported to target G-MDSCs (currently in phase I trials for melanoma, NCT03161431). After allowing lesions to establish for 1 week, we switched experimental mice to feed containing SX-682 or kept control mice on standard chow (Fig. 7g). Again, the majority of lesions across all animals were small (97%), with rapidly progressing lesions in minority (<1%, Fig. 7h). Compared to control animals, SX-682-treated animals harbored fewer lesions overall (Fig. 7i), as well as fewer aggressive lesions (Fig. 7i, j), again associated with decreased circulating neutrophils (Fig. 7l). SX-682-treated animals, when compared against a population of animals identically treated with standard chow, showed delayed latency to a palpable tumor (Fig. 7k). Taken together, the decreased frequency of lesion advancement in animals treated with either anti-IL-17 or SX-682 suggests that IL-17 and neutrophils/G-MDSCs were capable of promoting aggressive niche formation and lesion progression.

## Discussion

In this study, we utilized a mouse model of breast cancer that generated both indolent and aggressive lesions to gain insight on features that distinguish these lesion types and to identify potential determinants of lesion aggressiveness. We showed that indolent and aggressive lesions were comprised of distinct tumor-immune cell niches (Fig. 8). Importantly, these distinct niches existed within the same mammary gland, strongly supporting the idea that niche features can be locally determined by spatially restricted collaborative cues that modulate or override systemic conditions and, in this model, a common tumor-initiating event (expression of caErbb2).

**Fig. 8:**
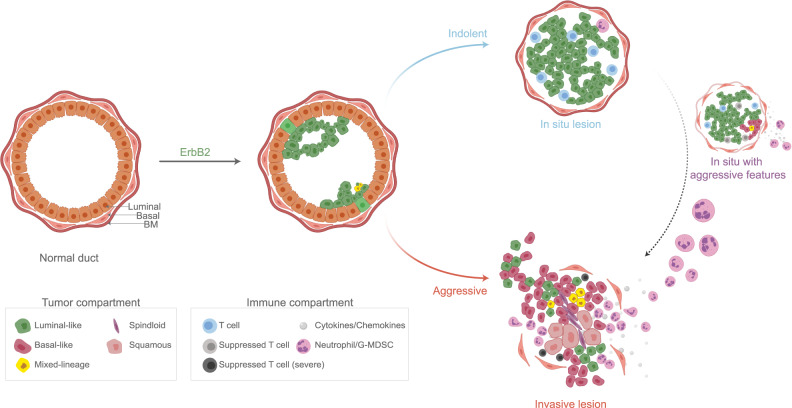
Indolent and aggressive lesions exhibit divergent tumor-immune niches. Following introduction of the caErbB2 oncogene, transformed mammary epithelial cells form very small, early-stage lesions within mammary ducts. Over time, lesions diverge to form either indolent lesions or aggressive lesions. Indolent lesions are characterized by stereotypic, luminal-like populations, and immune infiltration into indolent lesions is limited and tend to be non-suppressed lymphoid (T cells) rather than myeloid. In contrast, aggressive lesions exhibit heterogeneous and functionally divergent tumor populations, including expanded basal-like populations as well as metaplastic and mixed-lineage tumor cells. Immune infiltration into an IL-17-active niche is heavy, primarily comprised of neutrophils or granulocytic myeloid-derived suppressor cells (G-MDSCs), while T cells are diminished in both number and activity. Indolent lesions may transition to become aggressive, evidenced by intermediate lesions that appear indolent but exhibit sub-niche expansion of basal-like cells and recruit granulocytes that are normally restricted to aggressive lesions. BM basement membrane. See also Supplementary Fig. 8.

We demonstrated that lesions harbor a heterogeneous population of tumor cells that shift in frequency in aggressive lesions relative to indolent lesions. Further, we inferred that luminal-like and basal-like populations within lesions adopt divergent biological roles that become more extreme during disease progression, gaining insight into the functional specialization that accompanies increased cellular, spatial, and resource heterogeneity within the tumor niche^52^. Such insight has been challenging to gain from genomic and transcriptomic analyses that have identified high concordance detected between invasive and non-invasive lesions, but resonate with observations of ecological niche partitioning and division of labor^53^.

We found that aggressive lesions harbored mixed-lineage tumor cells. The emergence of these cells is consistent with similar mixed-lineage populations detected in recent single-cell studies of normal and transformed mammary tissues^54–61^, and suggest that aggressive progression in this model is accompanied by increased tumor cell plasticity. In particular, our observations agree with previous findings that luminal-like cells acquire basal-like features following oncogenic or homeostatic disruption^62–68^. Conversely, we cannot rule out the possibility that the LB population arises from basal-like cells, consistent with basal-compartment cells giving rise to luminal cells in proposed hierarches of normal mammary gland development^69,70^, and with studies showing that adult committed basal cells can be reprogrammed to acquire more luminal-like states^67,71,72^. While our preliminary data inferring copy-number variations from scRNA-seq data did suggest more chromosomal abnormalities in the Basal 1 population compared to all other clusters, further studies are warranted to prove a clonal relationship between Luminal, LB, and Basal cells at the genetic level.

In addition, LB cells may exhibit progenitor-like properties, as suggested by findings that epithelial-to-mesenchymal programs can generate cells with stem-like properties^36^. Such hybrid cells have been shown to promote aggressive behavior, by enhancing tumor initiation, invasion, metastasis, intratumoral heterogeneity, and therapy-resistance^73–77^. These studies and our work highlight the need to define and functionalize various cell states and lineages partaking in breast tumor progression, including those identified in our study. To this end, future work aims to more fully characterize these hybrid mixed-lineage cells in our model and measure their biological potential.

Despite vast tumor cell-intrinsic differences between indolent and aggressive lesions, we found that cells derived from these distinct lesions were functionally indistinguishable from one another when placed in matched microenvironments. These results support a model of conditional lesion aggressiveness in which crosstalk between tumor cells and their local niche play a more critical role in driving aggressive behavior than do major cell-intrinsic transcriptional and phenotypic differences between indolent and aggressive tumor cells^78^. Our observations are in agreement with previous reports that human in situ lesions may harbor occult cells capable of aggressive behavior and invasive growth, and that genetically similar lesions may nonetheless differ in local aggressiveness (in situ vs. invasive)^17,22,79–82^. Thus, this study underscores the ongoing need to understand the role of the tumor niche in driving lesion behavior even in the early stages of breast cancer progression, and to determine how re-shaping the local niche might prevent or control aggressive tumor behavior.

To this end, we described a shift in immune composition between indolent and aggressive lesions, in agreement with previous reports^19,20^. Notably, we observed that aggressive lesions exhibited a lymphoid-to-myeloid switch consistent with findings that tumors recruit myeloid cells that can suppress anti-tumor lymphocytes^83–88^, and that tumor aggressiveness, including the transition from in situ to invasive disease, is modulated by the ability of a lesion niche to dampen anti-tumor immunity^19,48^.

In particular, we identified that S100A8+ neutrophils specifically infiltrated aggressive niches, which also displayed increased IL-17 signaling. Tumor-associated neutrophils, or TANs, have been reported to play dual roles in the tumor microenvironment, including in breast cancer^51,89–91^. The functional role of TANs in DCIS, which have been shown to increase compared to normal tissue, is not known, but may be similarly double-sided^19,92^. In addition, IL-17 signaling may impact tumor cells, for example by regulating tumor cell plasticity, as has been shown in pancreatic lesions^93^. Recent studies have found that IL-17 and TANs can promote the progression of tumors derived from transplanted metastatic or chemoresistant cells^94,95^. In agreement with these findings, in a proof-of-principle study using our in vivo model of spontaneous tumor initiation, we determined that IL-17 and/or TANs played a pro-tumor role even at early stages of aggressive progression, when lesions become locally invasive. Notably, TANs were very tightly associated with the establishment of the aggressive niche such that we could not dissociate these two niche features even with the blockade of neutrophil recruitment. Altogether, our work and others suggest that IL-17 signaling and neutrophil recruitment promote tumor aggressiveness as early as the onset of local invasion, through to metastasis and development of chemoresistance, indicating a large therapeutic window during which targeting IL-17/TANs may yield clinical benefit. Thus, our work warrants further mechanistic investigation of IL-17 signaling and TANs to identify or therapeutically target DCIS lesions that may be capable of aggressive behavior, including the use of SX-682 in patients at risk for aggressive progression. Importantly, since inhibiting neutrophil recruitment reduced but did not eliminate aggressive lesions, it will be essential to account for the likely contributions of additional niche collaborators, including both cellular and acellular elements, such as altered matrix structure and composition^93,96–99^.

Finally, although our findings do not rule out the possibility that indolent and aggressive lesions follow independent natural histories, our observations suggest a putative biological continuum between some indolent and aggressive lesions based on the identification of small lesions bearing aggressive niche features. Importantly, these features may also herald aggressiveness in human lesions that might be otherwise considered indolent. Ongoing work includes profiling human breast lesions in various stages of progression to determine whether and at which point such features arise, to explore their potential clinical utility as predictive markers to strengthen current risk assessment approaches^100^, and to identify whether the populations they mark could serve as therapeutic targets to prevent or delay disease progression. Given that differential activation of oncogene regulatory pathways (including those that define intrinsic breast cancer subtype) could potentially influence downstream immune cell recruitment^101^, our model potentially points to differences in the tumor-immune niches not just between indolent and aggressive lesions but also between different Luminal and Basal subtypes of human breast cancer. Because our model also histologically resembles aggressive metaplastic breast cancer that in rare cases also expresses HER2^102^, similar studies are required in additional models to determine the relationship between indolent and aggressive lesion niche collaborators across a broader spectrum of breast cancer subtypes, and to identify key potential niche targets for treatment stratification and therapeutic intervention.

## Methods

### Animals

Animal work described was performed in accordance with recommendations in the Guide for Care and Use of Laboratory Animals from the National Institutes of Health (NIH) Institutional Animal Care and Use Committee (IACUC) and the American Association for Accreditation of Laboratory Animal Care (AAALAC). Studies were approved by the University of Texas MD Anderson Cancer Center IACUC and, where applicable, the US Army Medical Research and Development Command Animal Care and Use Review Office. Animals were obtained from Jackson Laboratories (*Mus musculus*, FVB/NJ, 001800) for direct use in studies as well as establishment of in-house colonies, and all housing and work carried out in an AAALAC International-accredited and Public Health Service Animal Welfare-assured facility. All animals were euthanized in accordance with NIH and AAALAC guidelines. Animals were housed at 72 °F, 50% humidity, with a 12 h dark/light cycle (6 a.m./6 p.m.).

### Lentivirus production and titering

Constitutively activated ERBB2 (caErbB2) was delivered using a lentiviral vector (FUCGW)^26^. Virus was produced in-house^24,26^ or prepared by the University of Michigan Medical School Biomedical Research Core Facilities. For in-house preparation, lentiviral expression and packaging plasmids (pMDLg/pRRE, pRSV-Rev, VSVg) were transfected with TransIT^®^-LT1 (Mirus) or FuGENE^®^ 6 (Promega) into HEK293T cells. Virus-containing media was filtered through 0.45 μm membrane then subjected to centrifugation at 70,000 g for 3 h to concentrate. Concentrated virus was titered by limiting dilution transduction of 293T cells, followed by the enumeration of percent fluorescent cells. Aliquots of concentrated virus were stored at −80 °C until use. Work described was approved by the MD Anderson Cancer Center Institutional Biosafety Committee.

### Intraductal injection of virus/cells

Adult female virgin FVB mice were anesthetized using isoflurane (2–4%) by way of inhalation. Following confirmation of anesthesia by gentle toe pinch, a small tip (<3 mm) of the #4 nipple was cut with micro-dissecting surgical scissors to expose the nipple duct. Up to 1 × 10^6^ viral particles or 200,000 cells (~10 µl volume) were injected into the nipple duct using 22- to 34-gauge blunt needles fitted to a Hamilton syringe. Mice were palpated for tumors up to three times weekly until study endpoint. Tumor-free survival analyses were performed using *R* (≥3.1.0) and/or GraphPad Prism 8. Lesion-forming capacity of injected cells was analyzed using ELDA^33^.

### Tissue processing (embedding)

Upon collection of mammary glands, tissues were incubated in 10% formalin at 4 °C ~48–72 h until fixation was achieved, then embedded in paraffin. Formalin-fixed paraffin-embedded (FFPE) tissues were sectioned to 3–5 µm in-house, or by the MD Anderson Research Histology Core Laboratory (RHCL), or the Center for Radiation Oncology Research (CROR) Histology Core.

### Tissue staining (H&E and Immunostaining)

Hematoxylin and eosin (H&E) staining was performed by the RHCL or CROR Histology Core. H&E stained slides were scanned at MD Anderson RHCL using the Aperio AT2 slide scanner (Leica Biosystems), and lesions digitally quantified using Aperio ImageScope (Leica Biosystems) or ImageJ^103^ and statistically analyzed using R (≥3.1.0) and/or GraphPad Prism 8. To perform immunostaining, FFPE tissue slides were baked at 65 °C for an hour, and then dewaxed and rehydrated by graded washes in xylene to ethanol. Heat-mediated epitope retrieval was performed by incubating slides in Reveal Decloaker or Nuclear Decloaker solutions (Biocare Medical), heated to 97 °C for 15 min using an EZ-Retriever microwave (BioGenex). Following phosphate-buffered saline (PBS) wash, endogenous peroxidase activity was quenched by incubation of tissues in Dual Endogenous Enzyme Block (Dako) for 10 min at room temperature. Tissues were blocked using Protein Block (Dako) and/or normal serum (Vector ImmPRESS). Slides were incubated with primary antibodies overnight at 4 °C, washed in PBS, then incubated with secondary antibodies. For immunofluorescence, slides were mounted using ProLong™ Gold Antifade Mountant with DAPI (Thermo Fisher). For immunohistochemistry (IHC), slides were incubated with horse radish peroxidase substrate (HRP, Vector ImmPACT) to develop stain, counterstained with hematoxylin QS (Vector), dehydrated through graded ethanol-to-xylene washes, and then mounted using permanent mounting medium (VectraMount). For multiplex IF, slides were prepared using the Opal 7-color Manual IHC Kit per manufacturer’s instructions (Akoya Biosciences). Briefly, following incubation with HRP, slides were stained with tyramide-bound fluorophore, and then treated with additional rounds of HIER, re-staining until finally counterstained with DAPI and mounted with ProLong™ Gold Antifade Mountant with DAPI (Thermo Fisher). Slides were imaged using the Vectra^®^ 3 (Akoya Biosciences) or Vectra^®^ Polaris^TM^ Quantitative Pathology Imaging System (Akoya Biosciences) housed at the MD Anderson Flow Cytometry and Cellular Imaging Core Facility (FCCICF). Slides stained for imaging mass cytometry^104^ were prepared as above for IHC up to incubation with a freshly-prepared cocktail of metal-conjugated primary antibodies, after which slides were washed in PBS, counterstained with 0.625 µM iridium in 1.6% paraformaldehyde for 30 min at room temperature and then air dried. Tissue sections stained with metal-conjugated antibodies were scanned using the Hyperion Imaging System (Fluidigm) housed at the FCCICF, and image data visualized and processed using MCD Viewer (Fluidigm). Images were processed and compiled using Adobe Photoshop and Adobe Illustrator.

The following antibodies were used for immunostaining with IHC, IF, and multiplex IF: CD19 (Thermo Fisher 14-0194-82, 1:500); CD3 (Abcam ab5690, 1:500); CD45 (e-Biosciences 14-0451-85, 1:500); Col IV (Abcam ab6586, 1:750); E-cadherin (CST 3195, 1:500); ER-alpha (Millipore 06-935, 1:500); F4/80 (Thermo MA1-91124, 1:200); HA (BioLegend 901502, 1:500); Ki67 (Abcam ab15580, 1:500); MPO (Abcam ab208670, 1:1000); S100A8 (R&D Systems MAB3059, 1:1000). The following antibodies were used for imaging mass cytometry: CD163 (Abcam ab213612), conjugated to 168 Er, 20 µg/ml; CK5 (Abcam ab214586), 145 Nd, 5–10 µg/ml; CK8 (Abcam ab217173), 154 Sm, 20 µg/ml; Col-IV (Abcam ab6586), 155 Gd, 20 µg/ml; pS6 (CST 4858), 167 Er, 10 µg/ml; S100A8 (R&D MAB3059), 115 In, 5 µg/ml; Vimentin (Abcam 193555), 151 Eu, 10 µg/ml; αSMA (CST 19245), 158 Gd, 10 µg/ml.

### Antibody conjugation

Antibody conjugations were performed at the FCCICF using Maxpar X8 Antibody Labeling reagents (Fludigm) according to the manufacturer’s instructions and as previously described^105^. Briefly, lanthanide metal was incubated with X8 polymer at 37 °C for 40 min, and then washed through a 3 kDa spin column to remove free metal. Commercially obtained carrier-free antibodies (100–200 µg) were washed in R buffer (Fluidigm) using a 50 kDa spin column (EMD Millipore), and then prepared for conjugation through partial reduction of antibody sulfide bonds in 4 mM TCEP (Sigma) in R buffer (37 °C, 30 min). Metal-loaded polymer was combined with reduced antibodies in C-buffer and incubated at 37 °C for 90 min in a water bath. Antibody-metal conjugates were washed four times in W-buffer, quantified by Nanodrop, recovered to 0.5 mg/ml in antibody stabilizer (Candor Biosciences), and stored at 4 °C.

### Tissue processing (digestion)

Resected mammary glands bearing caErbB2-GFP lesions were visualized under a fluorescence stereoscope, and regions harboring aggressive (>2 mm, comprised of invasive lesions) and indolent (<2 mm, enriched for in situ lesions) lesions were dissected away from each other. Tissues were mechanically minced, and then digested to organoids in epithelial cell media [advanced DMEM/F12 (Gibco) with 5% fetal bovine serum (Hyclone), and 1% antibiotic-antimycotic (Corning)], supplemented with 3 mg/ml collagenase (Roche), 0.6 mg/ml hyaluronidase (Sigma), 1.3% bovine serum albumin (Sigma). Tissue digests were agitated by angled rotation for 2–5 h at 37 °C, pelleted by centrifugation at 450 g, and then resuspended in red cell lysis buffer (Sigma). Following wash with epithelial cell media and PBS, pelleted organoids were incubated in 0.25% Trypsin-EDTA (Corning) at room temperature for 5 min. Cells were again washed, pelleted, and resuspended in epithelial cell media supplemented with up to 10U dispase (Stem Cell) and 5 µg DNAase I (Stem Cell), filtered serially through 100 and 70 µm cell strainers (Falcon), and enumerated by trypan blue staining.

### Preparation of isolated cells for injection

Following digestion of tissues down to single cells, samples were stored at 4 °C overnight in Hypothermosol (BioLife Solutions). The following day, tumor cells were washed and resuspended in PBS with 0.5% EDTA, and then isolated by fluorescence-activated cell sorting (FACS) for GFP. Gating was performed using BD FACSDiva 8. Sorted cells were washed with HBSS supplemented with 5% FBS, 10 µM ROCK inhibitor (Sigma), and 500 µm N-acetylcysteine amide (Sigma). For transplantation studies, cells were resuspended in HBSS only and kept on ice until same-day injection.

### Bulk RNA sequencing

For bulk transcriptomic profiling, digested tumor cells were isolated by FACS as above, homogenized using a Bullet Blender (Next Advance) and RNA extracted (Qiagen RNeasy Kit). RNA was treated with DNase (Turbo DNA-Free Kit), and then cleaned and concentrated (Zymo RNA Cleanup Kit), per manufacturers’ instructions. RNA library preparation (NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina, NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module) and sequencing (Illumina HiSeqX Ten, 150 nucleotide paired-end reads) were performed by Admera Health (South Plainfield, NJ). STAR (v2.6.0b)^106^ was used to align reads to the GRCm38.p6 reference genome. Samtools (v1.8)^107^ was used to sort, convert between formats, and calculate mapping statistics. FastQC (v0.11.5)^108^ was used to check for qualities of the FASTQ reads. Gene annotation was carried out using the GENCODE M19 (Ensembl 94) annotation, which was downloaded from the GENCODE project^109^. Aligned reads were summarized at the gene level by STAR (v2.6.0b)^106^. R (3.6.0) and Bioconductor package DESeq2^110^ was used to identify differentially expressed genes. 

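All 14606 genes of the deposited table had at least 5 reads in at least 7 samples, so the pre-filter had already been applied to the values. Without the indolent sample of pool 4, whose reads are less certain, 14514 of them did.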

Read count was first pre-filtered to remove extremely low expressed genes. DESeq2 then carried out read count filtering, normalization, dispersion estimation, and identification of DE. DESeq2 modeled the counts using a negative binomial distribution, followed by the Wald test. The final *p* value was adjusted using the Benjamini & Hochberg method. Heatmaps of unsupervised hierarchical clustering of differentially expressed genes in all samples were plotted. The genes were median-centered for contrast. The clustering was done using Pearson distance and Ward linkage. The Molecular Signatures Database (MSigDB, https://www.gsea-msigdb.org/gsea/msigdb/index.jsp) v7.0 Hallmark gene sets and curated gene sets (C2) were used in GSEA (v4.0.3). The PAM50 subtype predictions were carried out using Bioconductor package genefu (v2.20.0).

### Single-cell RNA sequencing

For single-cell transcriptomic profiling, tumor and immune cells were isolated by FACS for GFP and CD45 (stained using PE anti-mouse CD45 antibody, BioLegend 103106, 0.25 µg per 10^6^ cells in 100 µl). Samples were transferred in media suspension to the MD Anderson Advanced Technology Genomics Core (ATGC, CA016672), where sample concentration and viability were evaluated using automated cell counting (Countess II FL Auto counter), prior to 3′ capture and library preparation (5000 cells/sample, Chromium Single Cell 3′ v2) using the Chromium Controller (10X Genomics) and sequencing (Illumina NextSeq500). Raw FASTQ reads were mapped to mouse mm10 genome by Cell Ranger v3.0.2 to generate the cell-gene count matrix^111^. The matrix file was analyzed by R package Seurat v3.1.0^112^. Specifically, cells with less than 500 UMI count or more than 10% mitochondrial gene UMI count were treated as low-quality cells and excluded from further analysis. Cell cycle scores (S and G2M) were calculated using the gene lists provided by Seurat. The count matrix was then log normalized and multiplied by the scale factor 10,000. Variance-stabilizing transformation method was used to choose the top 2000 variable genes. The package DoubletFinder was used to exclude cells likely to be doublets^113^. A doublet percentage of 5% was used for the estimation. The cells from the same FACS strategy (GFP or CD45) were integrated with Canonical Correlation Analysis and dimension of 30. The integrated data matrices were further scaled and centered, and the effects of UMI counts, mitochondrial RNA proportion, cell cycle scores were also regressed out during this step. The data were further processed and visualized by PCA and Uniform Manifold Approximation and Projection. Smart local moving algorithm was used for cluster identification. DE analysis between groups in each cluster was performed using FindMarkers function. GSVA scores were calculated by R package GSVA v1.36.2^114^. The Hallmarks and KEGG gene lists were downloaded from MSigDB v7.0. Pseudotime analysis was performed by Monocle v2^115^. T cell exhaustion scores were calculated by Seurat AddModuleScore function and T cell exhaustion gene lists from a previous study^116^. For cell ploidy inference, ploidies of single cells were inferred from scRNA-seq data by InferCNV v1.3.3 (https://github.com/broadinstitute/infercnv). Raw count matrix and labels of cells with epithelial lineage (Basal, LB, Luminal 1, and Luminal 2) were input into the software and run with default settings, according to the software manual. Aneuploidy was defined as greater than 70% of the chromosome having inferred abnormalities. Mann–Whitney U tests were performed to compare the differences in aneuploidy.

### In vivo antibody/diet studies

Lentiviral particles were injected intraductally as described above, and lesions were allowed to establish for 1 week, after which treatment commenced. For IL-17 blockade studies, 200 µg each of anti-IL-17 and anti-IL-17R antibodies (Amgen) (or polyclonal IgG control, BioXcell) in PBS were administered intraperitoneally twice per week until study endpoint. For SX-682 studies, experimental animals were placed on medicated diet (Syntrix Pharmaceuticals) formulated with 0.756 grams of SX-682 per kilogram of feed until study endpoint. Food consumption was measured twice weekly to calculate approximate mean daily dose (~80 mg/kg). For both studies, mammary glands were palpated twice weekly for tumors and animals were monitored for potential adverse effects including body weight loss. When the most rapidly growing tumors reached maximum allowable burden, mammary tissues from all animals were collected (to enable evaluation of both tumor latency and lesion burden) and then FFPE as described above.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Software 1

Reporting Summary

## Data Availability

Source data are provided with this paper. The bulk and single-cell RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession codes GSE162005 and GSE161983. Publicly availably MSigDB v7.0 Hallmark, C2 curated (c2), and CP:KEGG gene sets can be accessed at https://www.gsea-msigdb.org/gsea/msigdb/index.jsp. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Single-cell evaluation reveals shifts in the tumor-immune niches that shape and maintain aggressive lesions in the breast
**Source:** Nat Commun. 2021 Aug 18;12:5024. doi: 10.1038/s41467-021-25240-z
**Supplement:** Supplementary file 1 — Supplementary Information

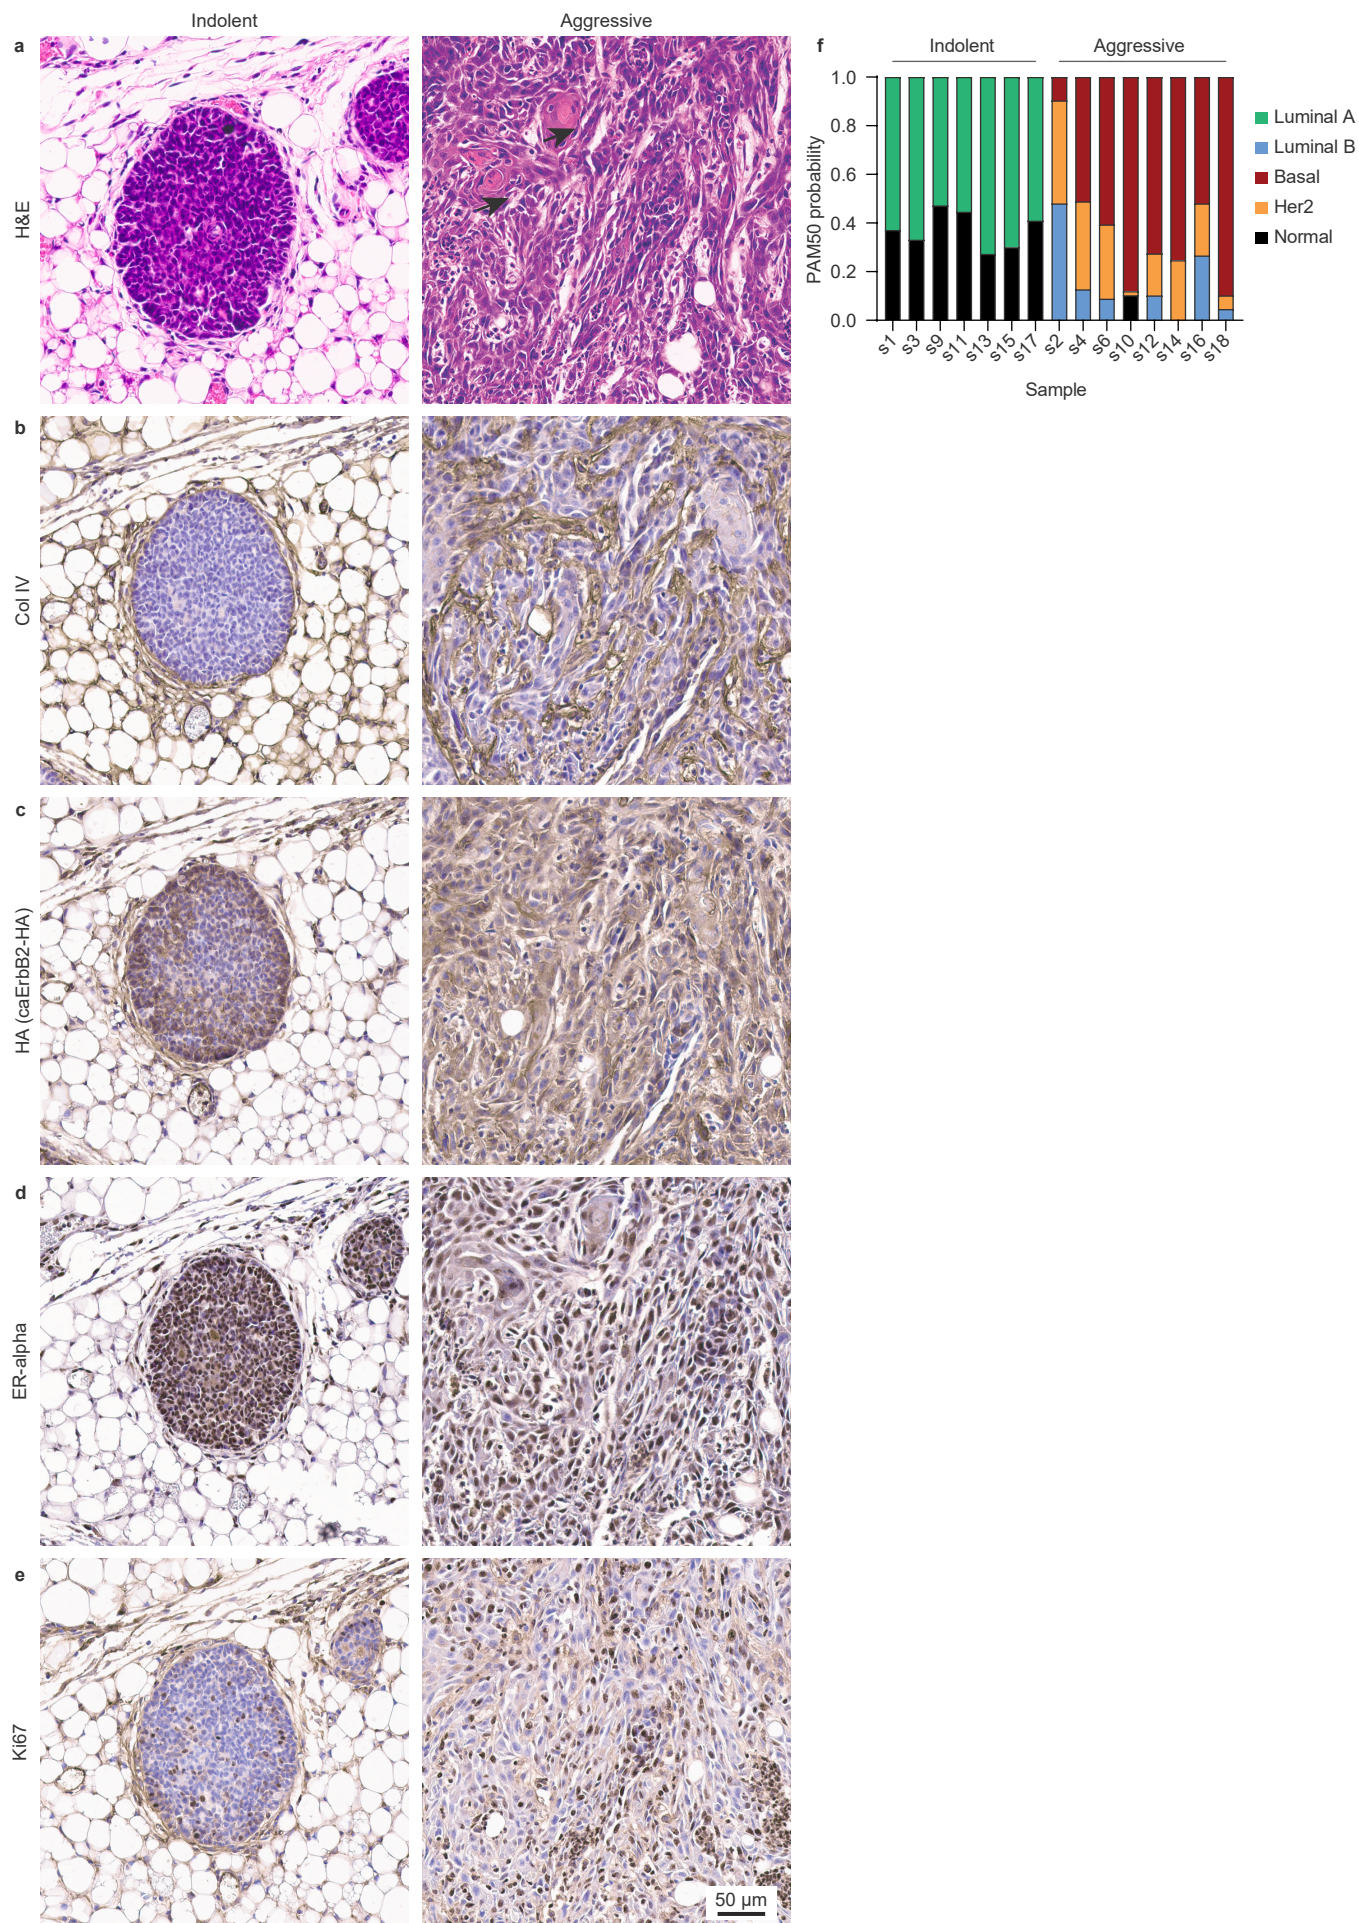

Supplementary figure 1: Characterization of indolent and aggressive lesions using St. Gallen surrogates and PAM50 intrinsic subtyping

(A-E) Indolent and aggressive lesions were visualized by H&E (A) and immunostained for collagen IV (basement membrane; B), HA (HA-tagged caErbB2 oncogene; C), estrogen receptor alpha (hormone receptor status; D), and Ki67 (proliferation; E). Arrows point to examples of keratin pearl-like structures. Representative images of serial sections shown from n=3 animals.

(F) PAM50 subtype probability of indolent and aggressive samples, calculated from bulk transcriptomic profiles. Each bar represents one sample. Probability score for each intrinsic subtype is shown if greater than zero, for a total probability of 1.0 for each sample.

Source data are provided as a Source Data file.

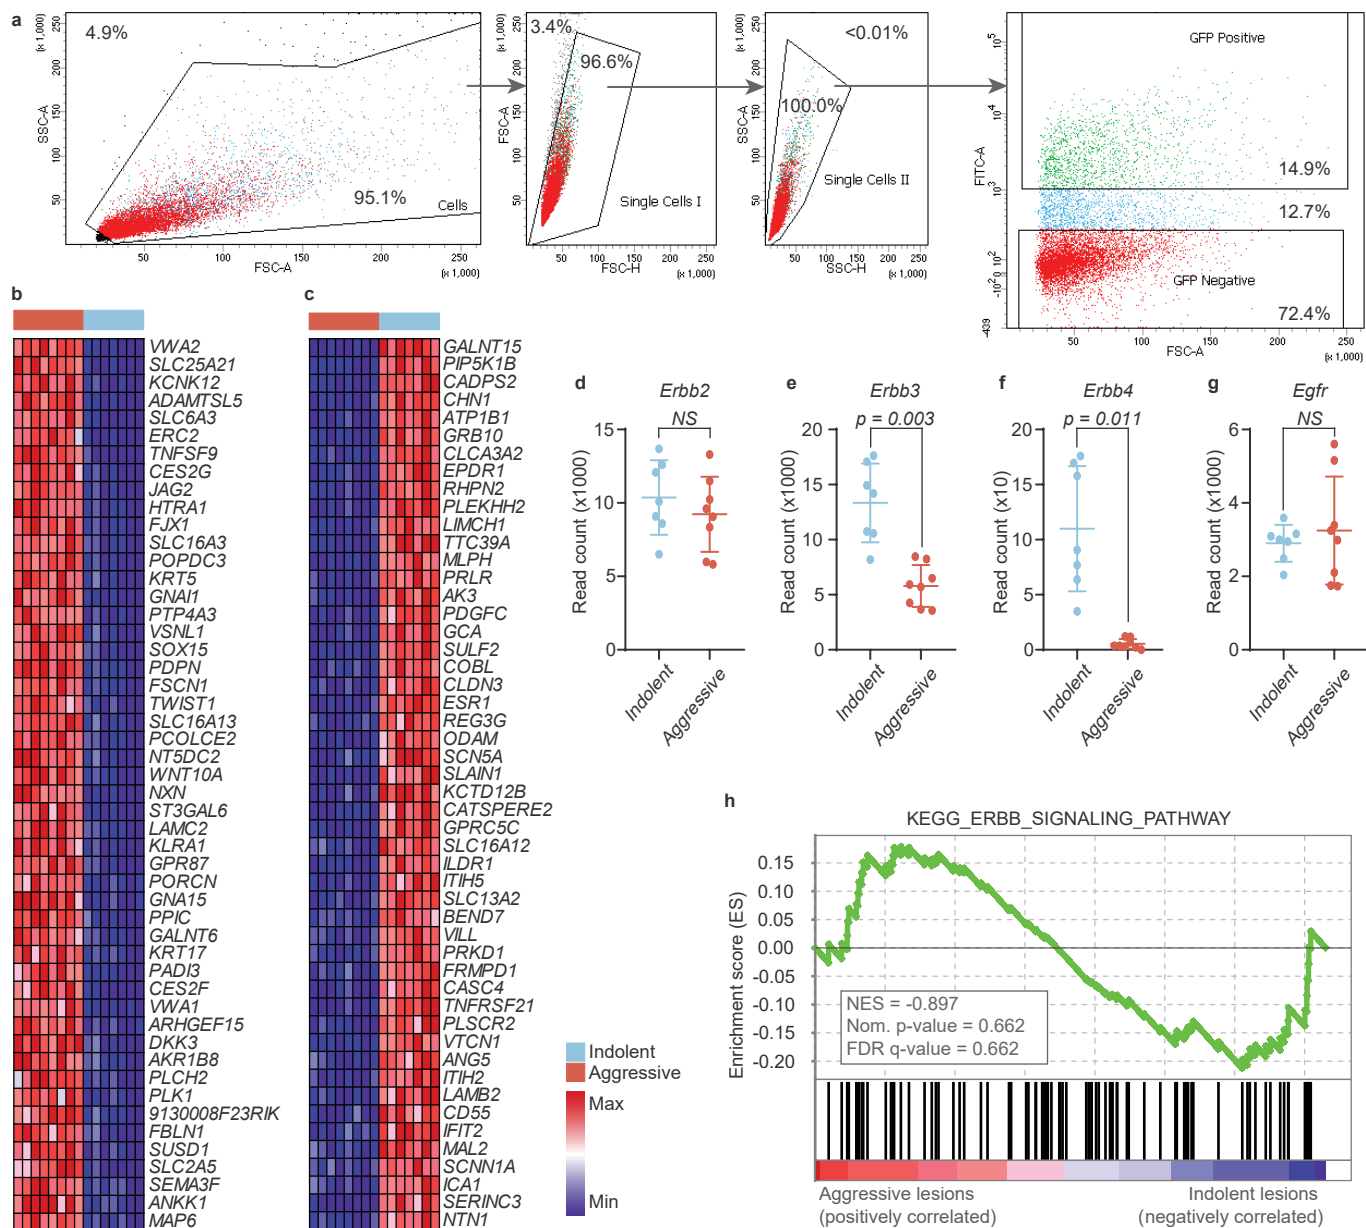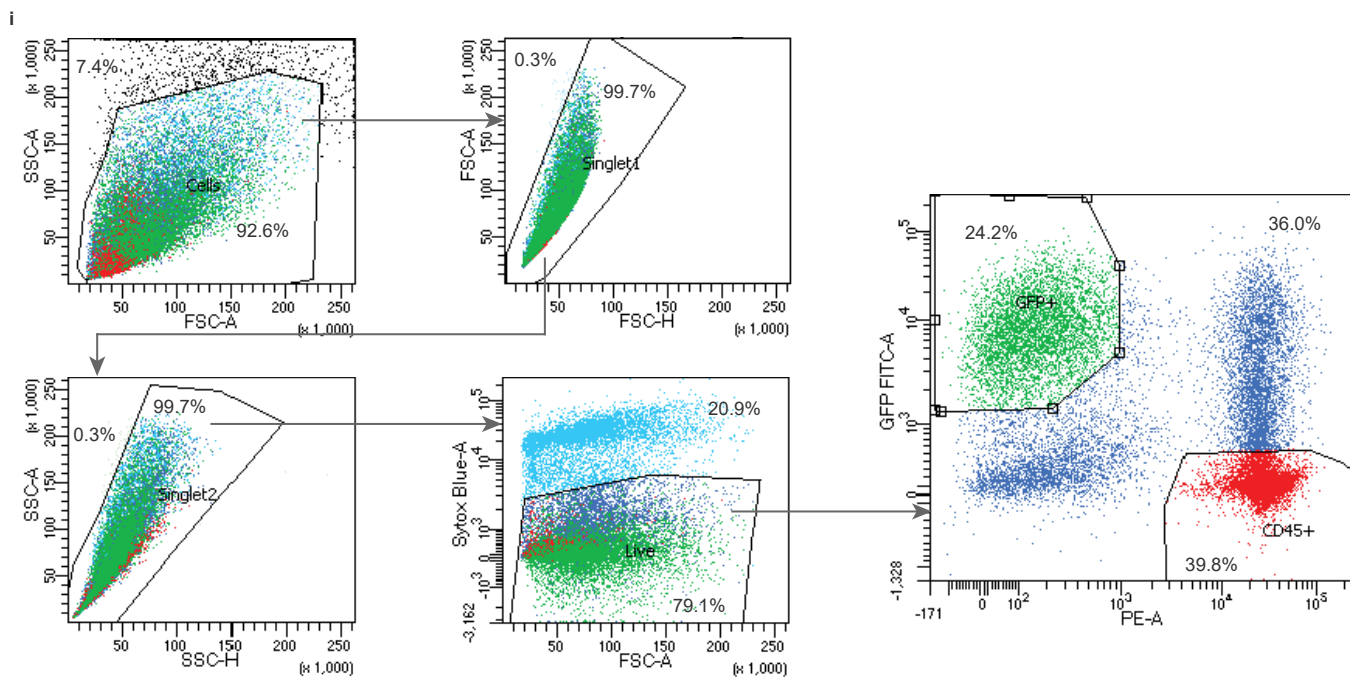

## Supplementary figure 2: Transcriptomic analysis of indolent versus aggressive tumor cells

(A) Representative flow cytometry gating strategy to isolate GFP-expressing cells. Arrows indicate parent population for sequential gating. This or similar flow cytometry gating strategy was used to isolate tumor cells for bulk RNAseq and intraductal injection of tumor cells (Figure 2).

(B, C) Top 50 differentially expressed genes in indolent versus aggressive tumor samples. Each column represents one sample. Top 50 genes over-expressed in aggressive lesions are shown in (B), while the 50 most under-expressed are shown in (C).

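All 50 genes listed as over-expressed in aggressive lesions were more than 2-fold higher at an adjusted p under 0.05 in limma's threshold test, with log2 fold changes from 1.71 to 5.34. All 50 listed as under-expressed were more than 2-fold lower, with log2 fold changes from -3.15 to -1.77. For each of these genes the values of the lesion types did not overlap. The genes were chosen on these samples, so this is not independent evidence.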

(D-G) Read counts of *ErbB2* (D) and ErbB family members *ErbB3* (E), *ErbB4* (F), and *Egfr* (G) in indolent and aggressive lesions. P-value was calculated using two-tailed Welch's t-test; center line, mean; error bars, standard deviation (S.D.) Each dot represents one sample.

(H) Gene set enrichment plot for ERBB signaling (KEGG).

(I) Representative flow cytometry gating strategy to isolate GFP- and CD45-expressing cells. Arrows indicate parent population for sequential gating. This flow cytometry gating strategy was used to isolate tumor cells for scRNA-seq (Figures 3, 6).

Source data are provided as a Source Data file.

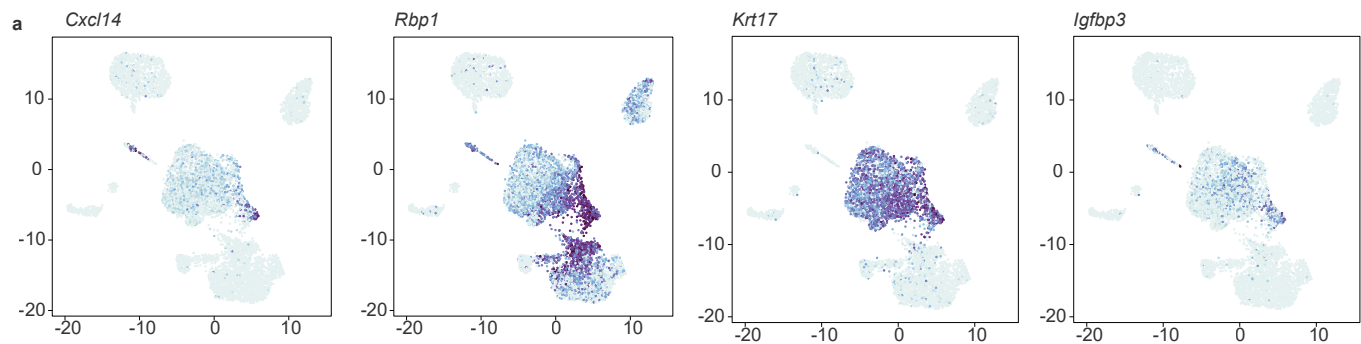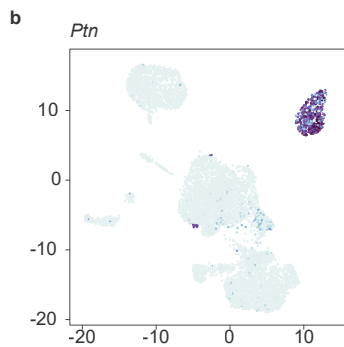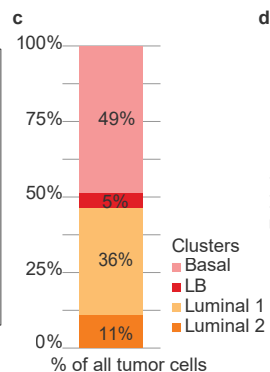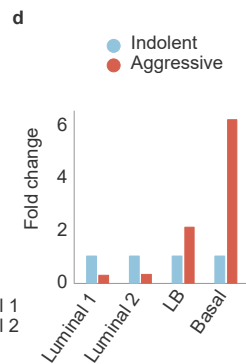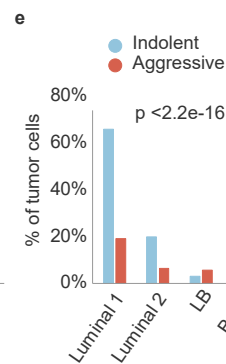

| Cluster   | $\chi^2$ | p-adj    |
|-----------|----------|----------|
| Luminal 1 | 1126     | 8.88E-16 |
| Luminal 2 | 218.4    | 8.88E-16 |
| LB        | 22.85    | 1.76E-06 |
| Basal     | 1550     | 8.88E-16 |

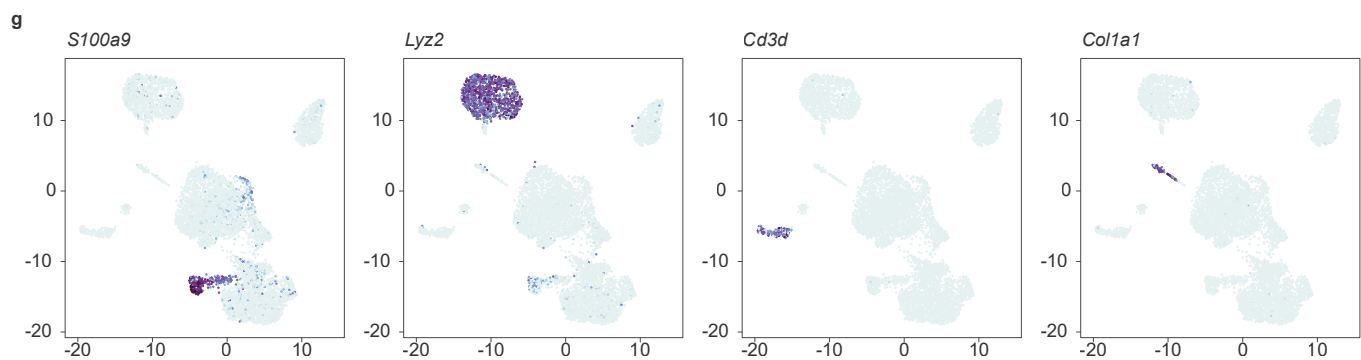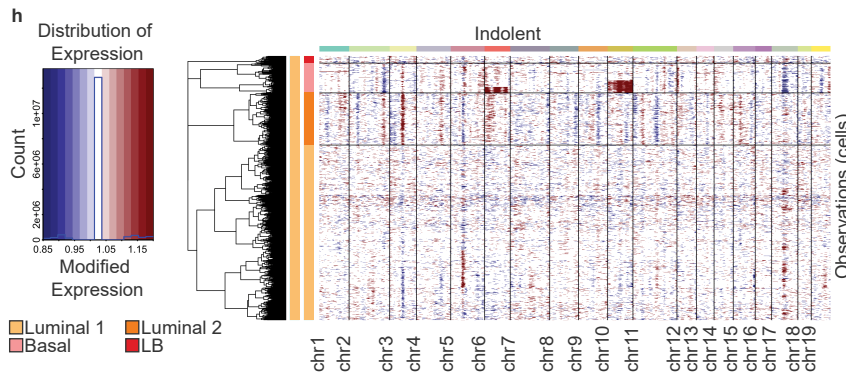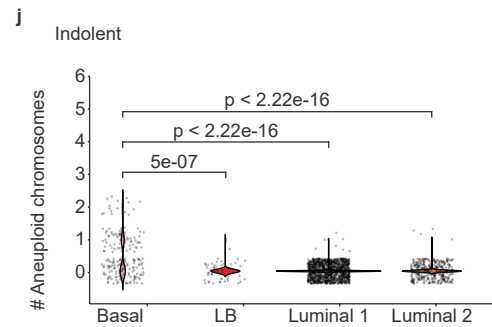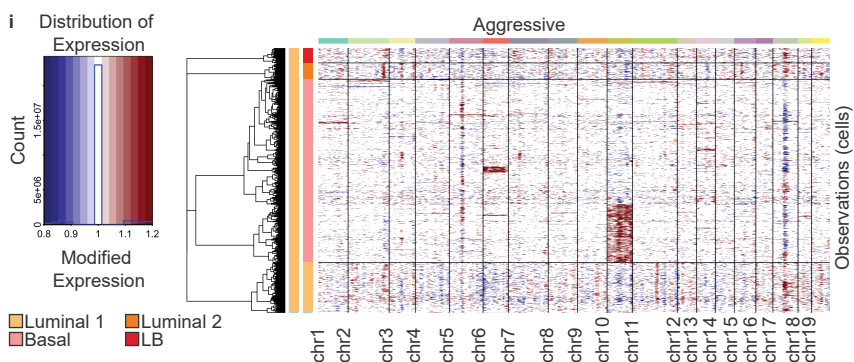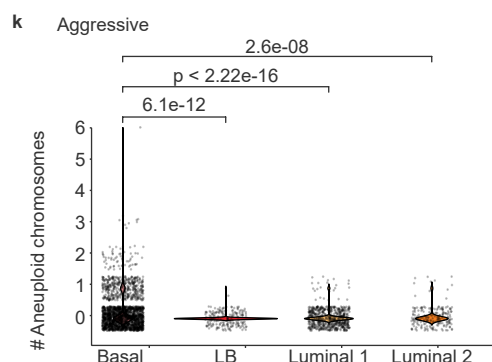

### Supplementary figure 3: Biomarker expression across tumor subpopulations

(A, B) UMAP plots colored by additional markers identified as differentially expressed in the LB (A) and Luminal 2 (B) tumor populations.

(C) Proportions of tumor clusters from both indolent and aggressive lesions, combined.

(D-F) Bar plot of tumor clusters, with aggressive clusters represented as fold change in proportion relative to corresponding indolent clusters (D), or as a percentage of tumor cells from either indolent or aggressive lesions (E). Chi-square test ( $p < 0.0001$ ,  $\chi^2 = 1734$ ,  $df = 3$ ) was used to compare shift in proportions between indolent and aggressive lesions. (F) Proportion of each cluster in indolent and aggressive lesions was compared by Chi-square test, with Holm-Sidak adjusted p-value for each cluster listed.

(G) UMAP plots colored by differentially expressed markers for contaminant populations, including *S100a9* for neutrophils/granulocytes, *Lyz2* for macrophages, *Cd3d* for T cells, and *Col1a1* for fibroblasts.

(H, I) Inferred copy number variation (CNV) of cells from indolent (H) or aggressive (I) lesions, with histogram showing distribution of expression (left) and heatmap of modified expression per cell, organized by chromosome (right).

(J, K) Violin and jittered scatter plot of inferred aneuploidy of cells from indolent (J) and aggressive (K) lesions, by cluster. Each dot represents one cell. Chromosomes exhibiting greater than 70% inferred abnormalities were considered aneuploid. Two-sided Mann–Whitney U test was used to compare groups. (J) W statistics 6652, 164444, 48807, for 'Basal vs LB', 'Basal vs Luminal 1', and 'Basal vs Luminal 2', respectively. (K) W statistics 253371, 835185, 263638, for 'Basal vs LB', 'Basal vs Luminal 1', and 'Basal vs Luminal 2', respectively.

Source data are provided as a Source Data file.

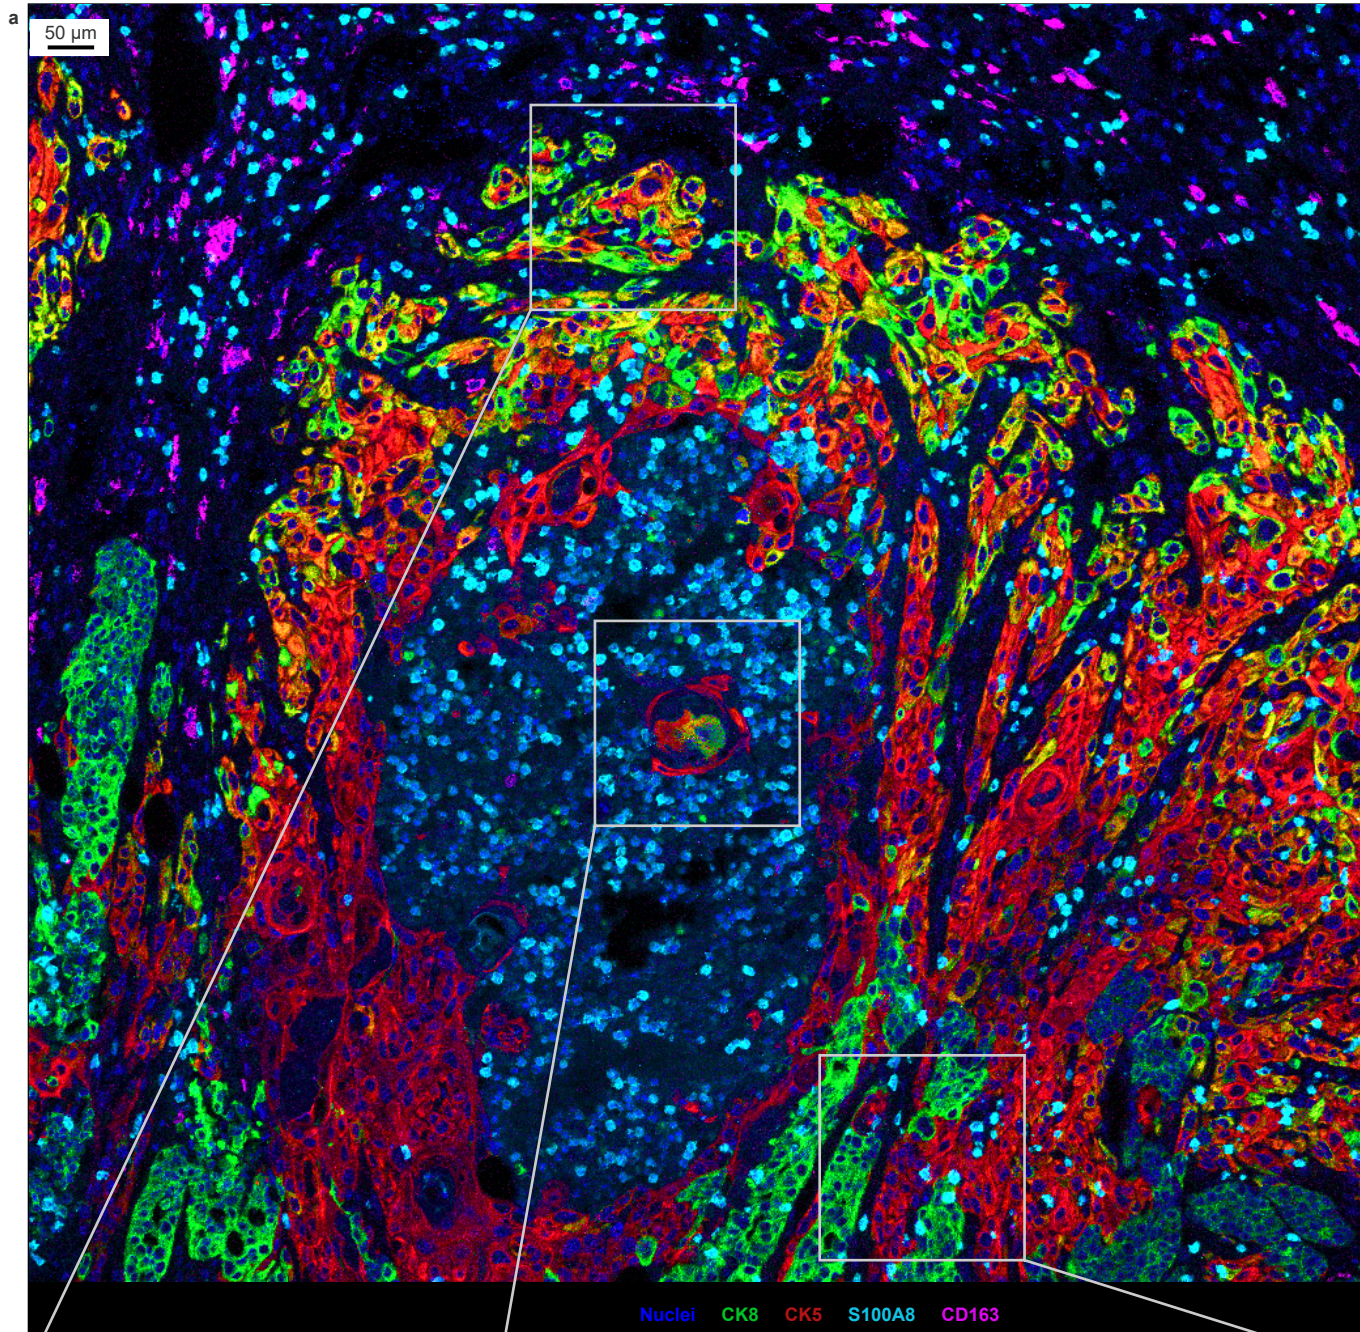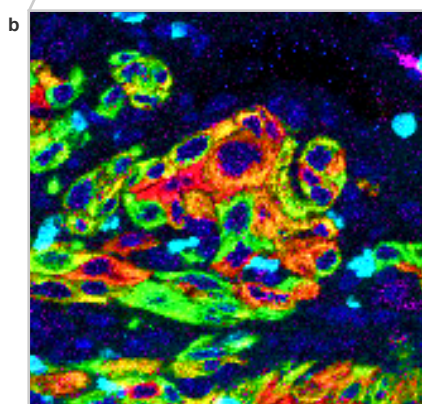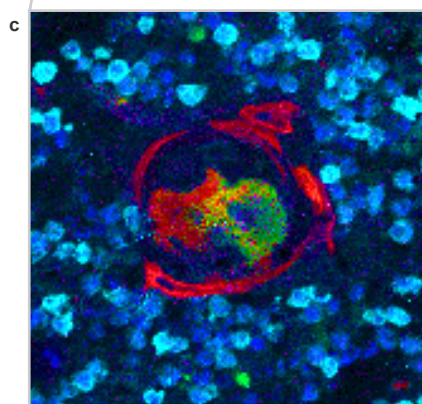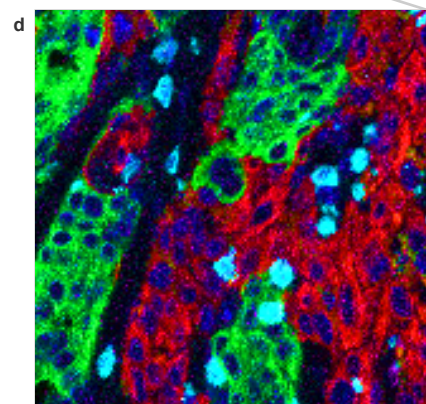

#### Supplementary figure 4: Multi-parametric imaging reveals spatial intra-lesion heterogeneity of tumor subpopulations

Mammary tissues bearing lesions were stained using a cocktail of antibodies and visualized using imaging mass cytometry. Lesions were stained for CK8 (luminal marker, pseudocolor green), CK5 (basal marker, red), S100A8 (neutrophils/granulocytes, cyan), and CD163 (M2 macrophages, magenta). An area exhibiting a large population of mixed lineage tumor cells was selected as an example of a regional metaplasia occasionally observed in aggressive lesions (A). Three regions of interest are highlighted: (B) a sub-lesion niche harboring several adjacent CK8/CK5 double-positive cells; (C) a basal-luminal pair of cells, in which CK5 is detected in the CK8-positive cell along a gradient across the cell body, with the highest expression nearest its closely apposed CK5-positive neighbor; (D) a contrasting sub-lesion niche harboring adjacent clusters of CK8 or CK5 single-positive cells.

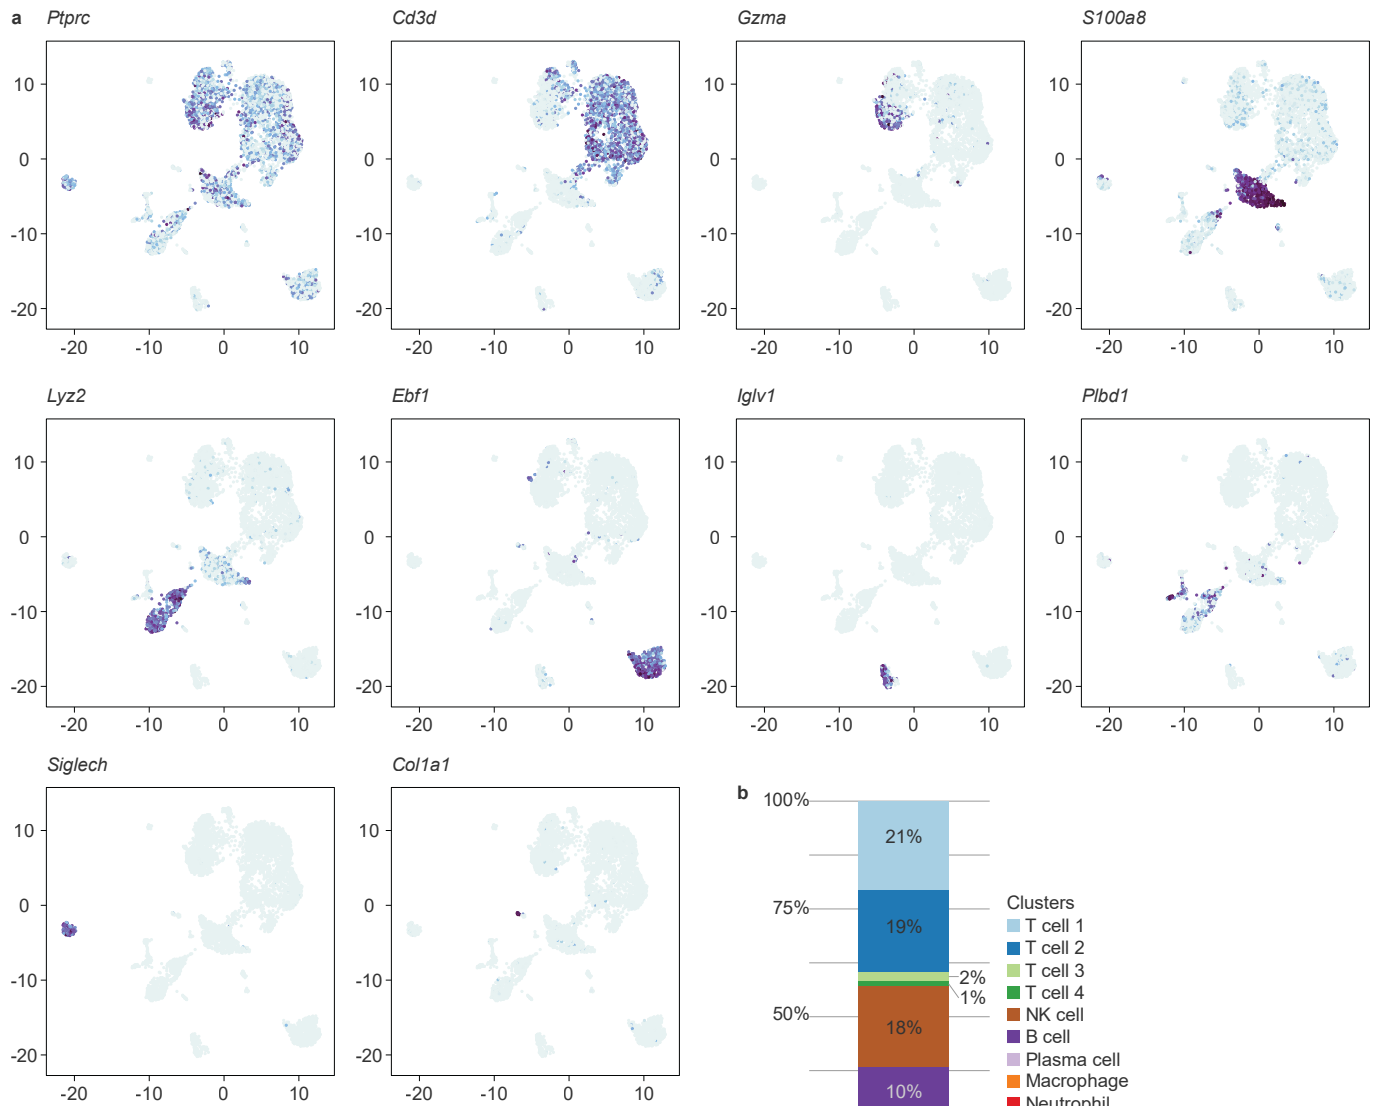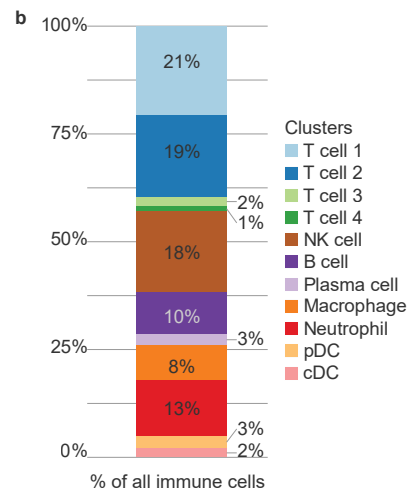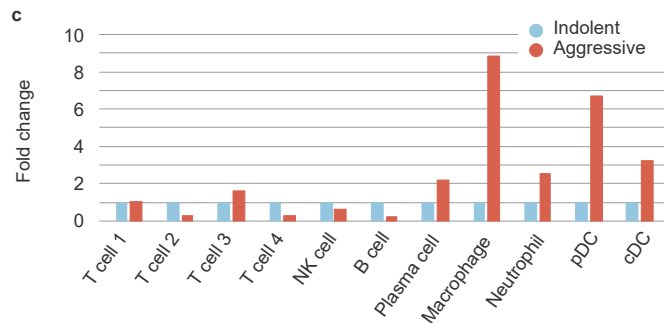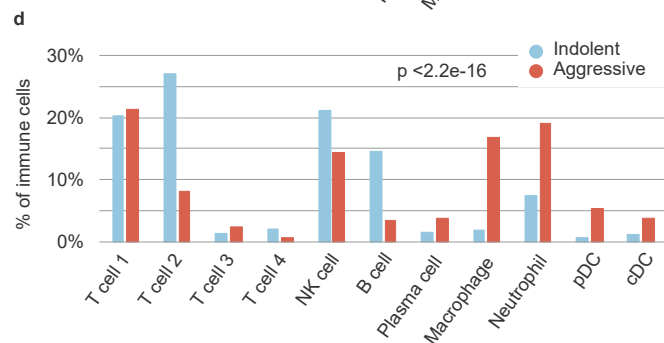

**e**

| Cluster     | $\chi^2$ | p-adj    |
|-------------|----------|----------|
| T cell 1    | 0.86     | 0.353    |
| T cell 2    | 312.4    | 2.44E-15 |
| T cell 3    | 7.004    | 0.0162   |
| T cell 4    | 16.97    | 1.14E-04 |
| NK cell     | 41.04    | 7.45E-10 |
| B cell      | 181.9    | 2.44E-15 |
| Plasma cell | 23.42    | 5.56E-06 |
| Macrophage  | 389.5    | 2.44E-15 |
| Neutrophil  | 165.5    | 2.44E-15 |
| pDC         | 104.1    | 2.44E-15 |
| cDC         | 41.57    | 6.84E-10 |

## Supplementary figure 5: Indolent and aggressive lesions are associated with a diverse immune microenvironment

(A) UMAP plots of all immune cells, colored by expression of *Ptprc* (CD45, all immune cells), *Cd3d* (T cell clusters 1-4), *Gzma* (NK cells), *S100a8* (neutrophils/granulocytes), *Lyz2* (macrophages), *Ebf1* (B cells), *Iglv1* (Plasma cells), *Plbd1* (cDCs), *Siglech* (pDCs), and *Col1a1* (fibroblasts).

(B) Proportions of immune clusters from both indolent and aggressive lesions, combined.

(C-E) Bar plot of immune clusters, with aggressive clusters represented as fold change in proportion relative to corresponding indolent clusters (C), or as a percentage of immune cells from either indolent or aggressive lesions (D). Chi-square test ( $p < 0.0001$ ,  $\chi^2 = 1141$ ,  $df = 10$ ) was used to compared shift in proportions between indolent and aggressive lesions. (E) Proportion of each cluster in indolent and aggressive lesions was compared by Chi-square test, with Holm-Sidak adjusted p-value for each cluster listed.

Source data are provided as a Source Data file.

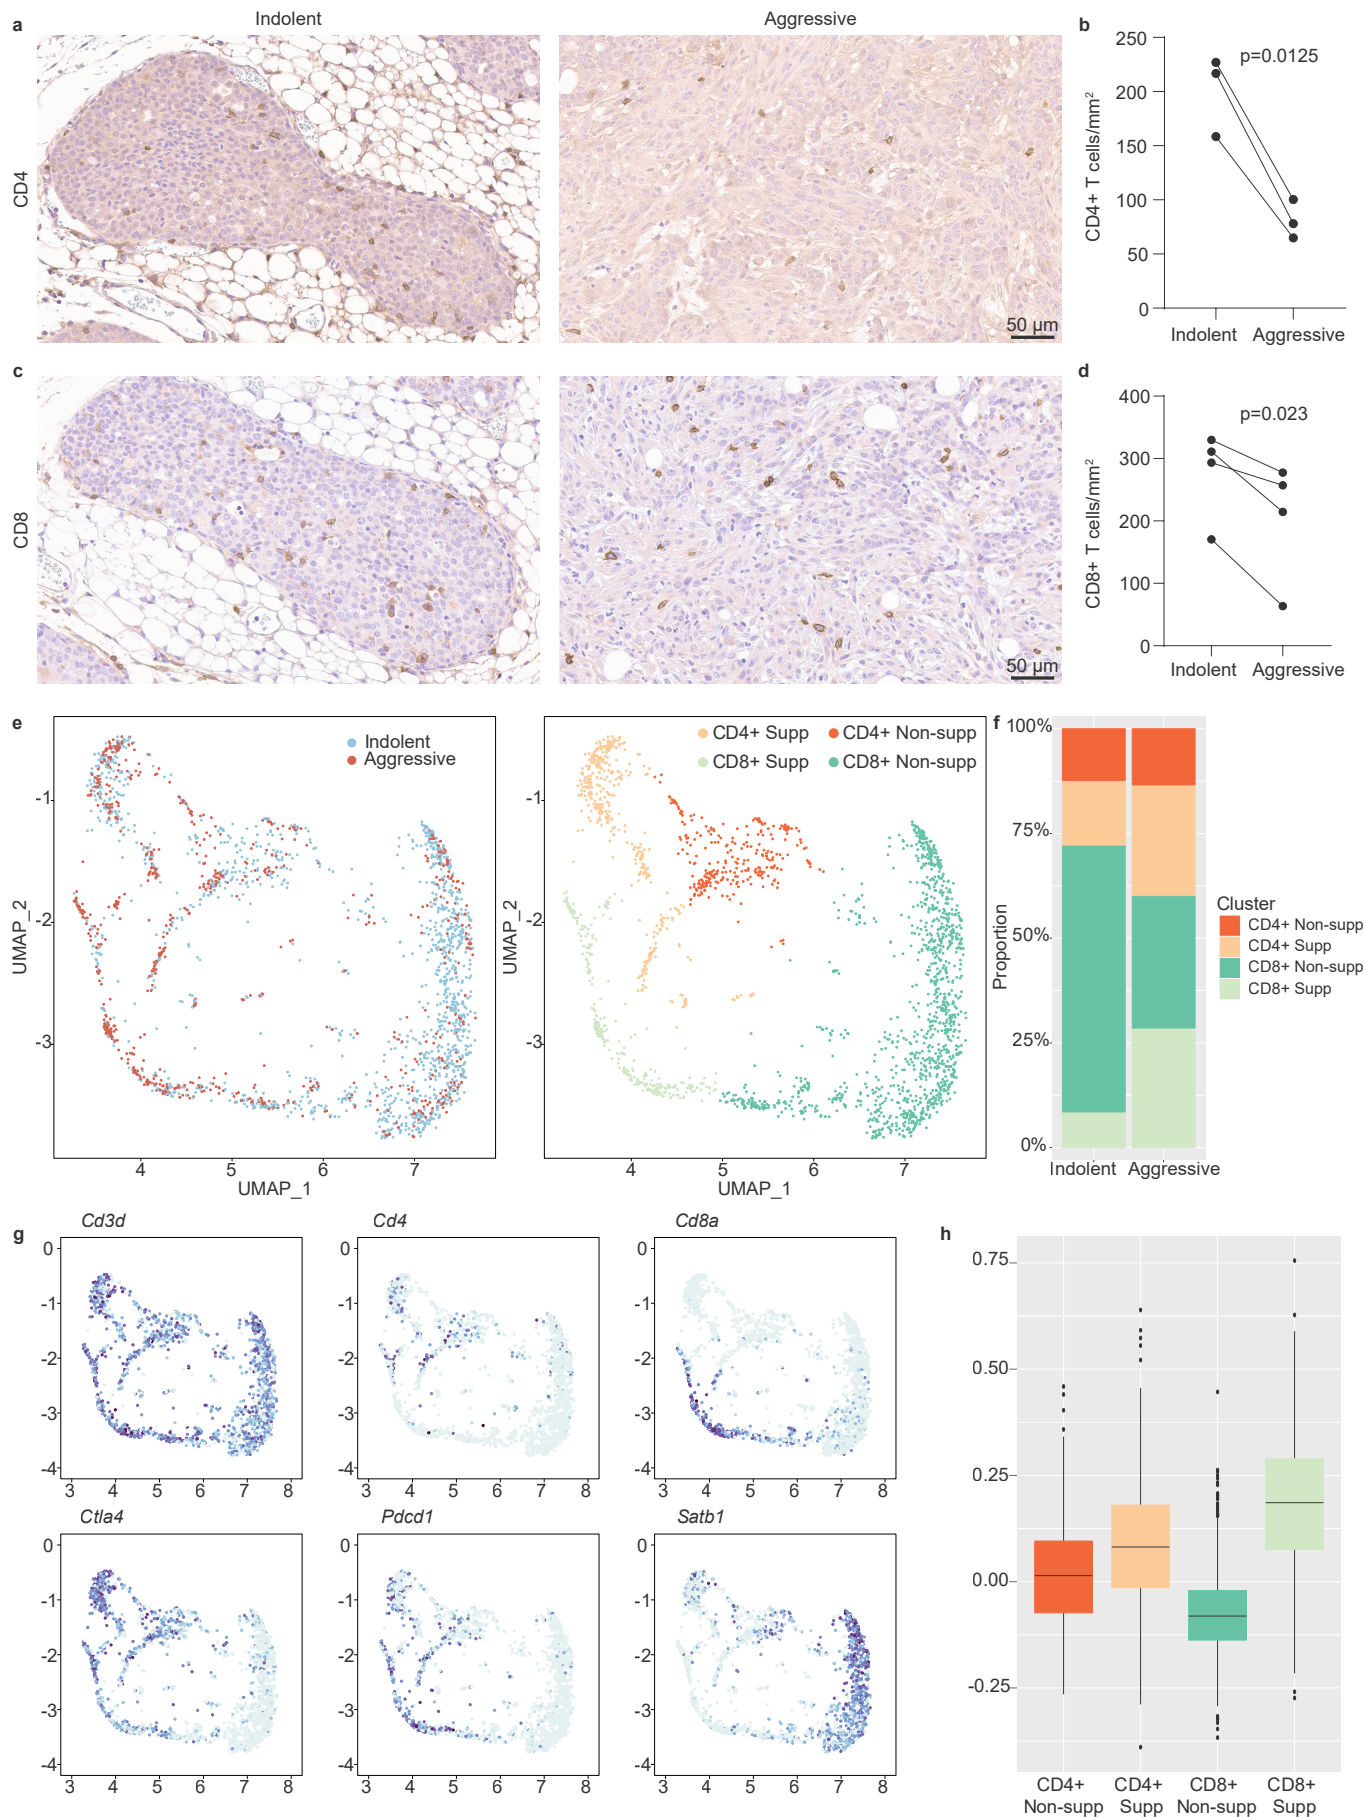

## Supplementary figure 6: The aggressive niche exhibits contracted and suppressed T cell populations

(A-D) Validation and quantification of T cell populations infiltrating indolent and aggressive lesions. T-Helper cells and CTLs were identified by immunohistochemical staining against, respectively CD4 (A, n=3 animals) and CD8 (C, n=4 animals). The numbers of T-helper cells and CTLs per lesion area were quantified (B, D). Ten each of indolent and aggressive lesions per animal were evaluated; data point indicates total positive-staining cells over total lesion area per lesion type per animal. Each pair of linked data points indicates one animal. P-value was calculated by two-sided paired samples t-test.

(E-G) Increased proportion of suppressed CD4+ and CD8+ T cells in aggressive lesions. Cells inferred to be T cells from analysis of the total immune fraction were subset and re-clustered. UMAP plot shows T cells from indolent and aggressive lesions computationally merged (E, left panel) and clustered as four populations (E, right panel). The proportion of each T cell population within indolent and aggressive lesions is shown in (F). Clusters were identified as suppressed or non-suppressed CD4+ and CD8+ cells, based on biomarker expression of *Cd4*, *Cd8a* for CD4+ and CD8+ populations, *Ctla4* and *Pdcd1* for suppressed populations, and *Satb1* for non-suppressed populations (G) and exhaustion scores calculated from expression of genes associated with immune suppression (H; center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers). Supp – suppressed; Non-supp – Non-suppressed.

Source data are provided as a Source Data file.

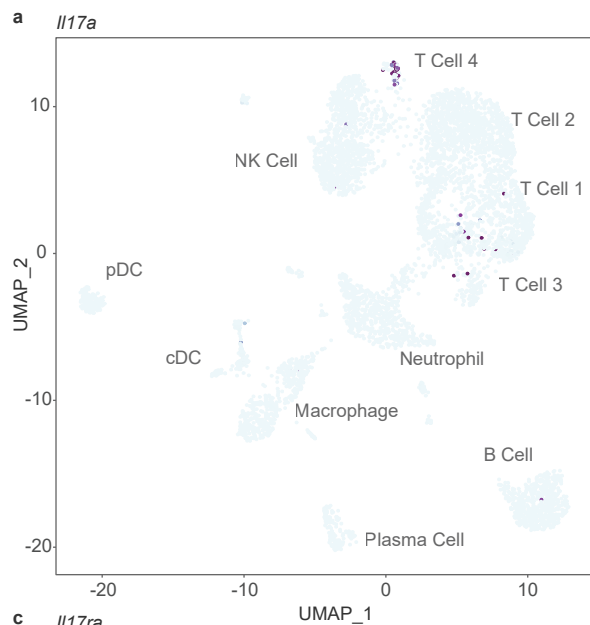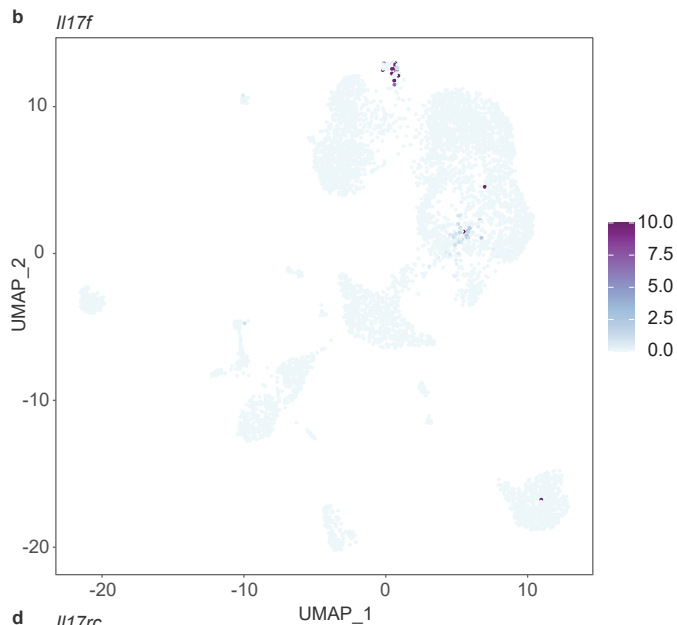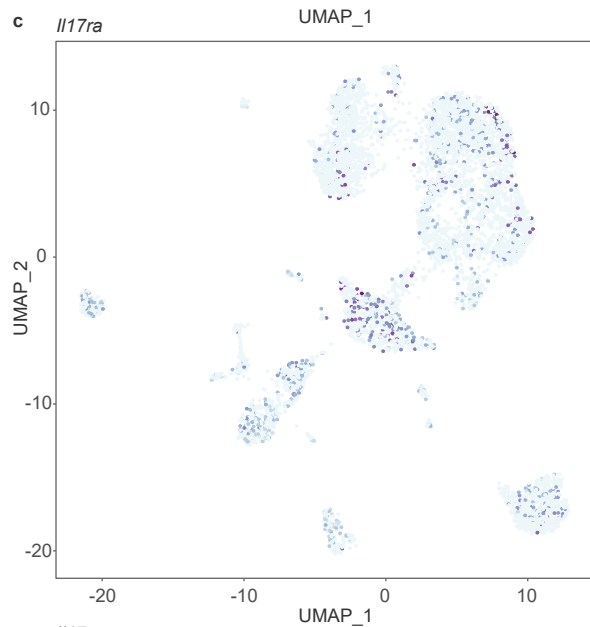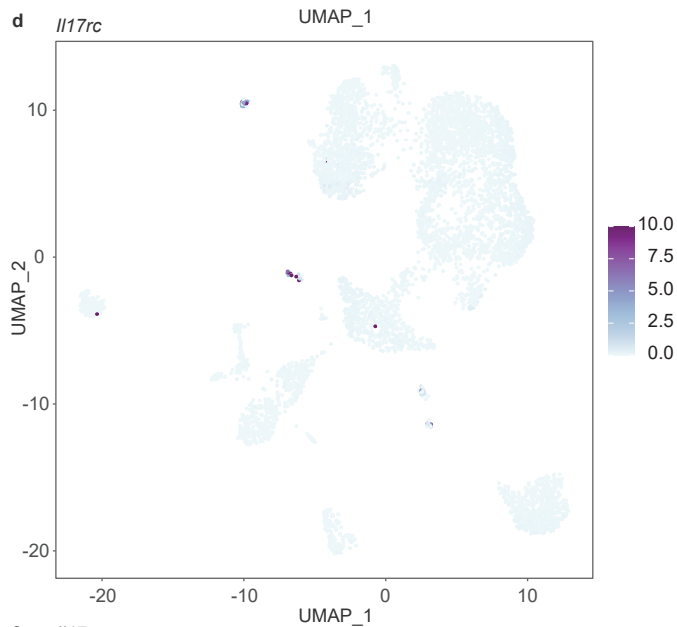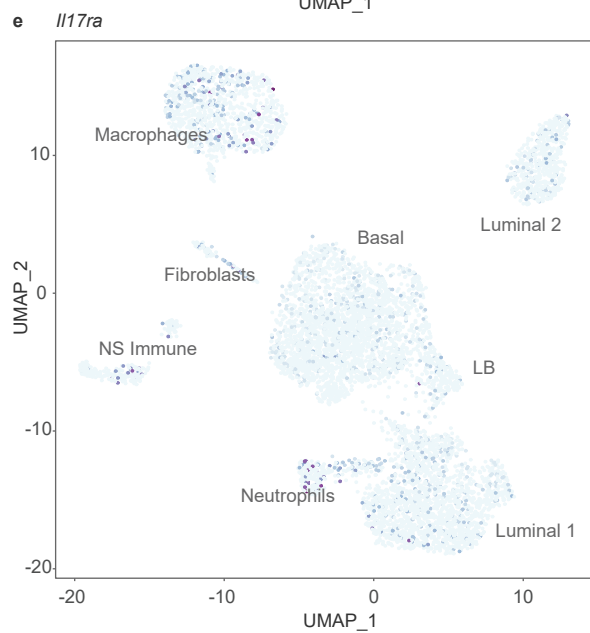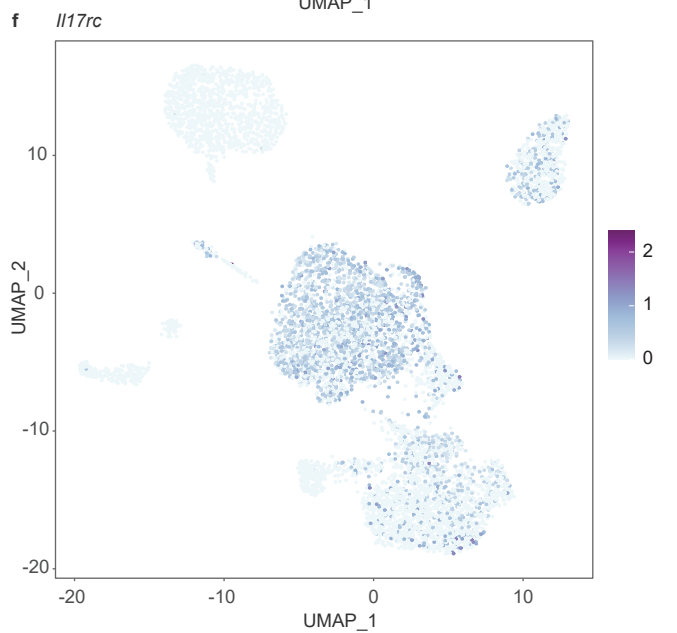

Supplementary figure 7: Specific populations within the immune niche express IL-17 ligands and receptors

(A, B) Inferred production of IL-17A/F ligands by immune cluster T cell 4. UMAP plots of the immune fraction of lesions (indolent and aggressive lesions computationally merged), colored by expression of *Il17a* (A) and *Il17f* (B).

(C, D) UMAP plots of the immune fractions of lesions (indolent and aggressive lesions computationally merged), colored by expression of *Il17ra* (C) or *Il17rc* (D) to identify populations that potentially respond to IL-17A/F ligands in the niche.

(E, F) UMAP plots of the tumor fractions of lesions (indolent and aggressive lesions computationally merged), colored by expression of *Il17ra* (E) or *Il17rc* (F) to identify populations that potentially respond to IL-17A/F ligands in the niche.

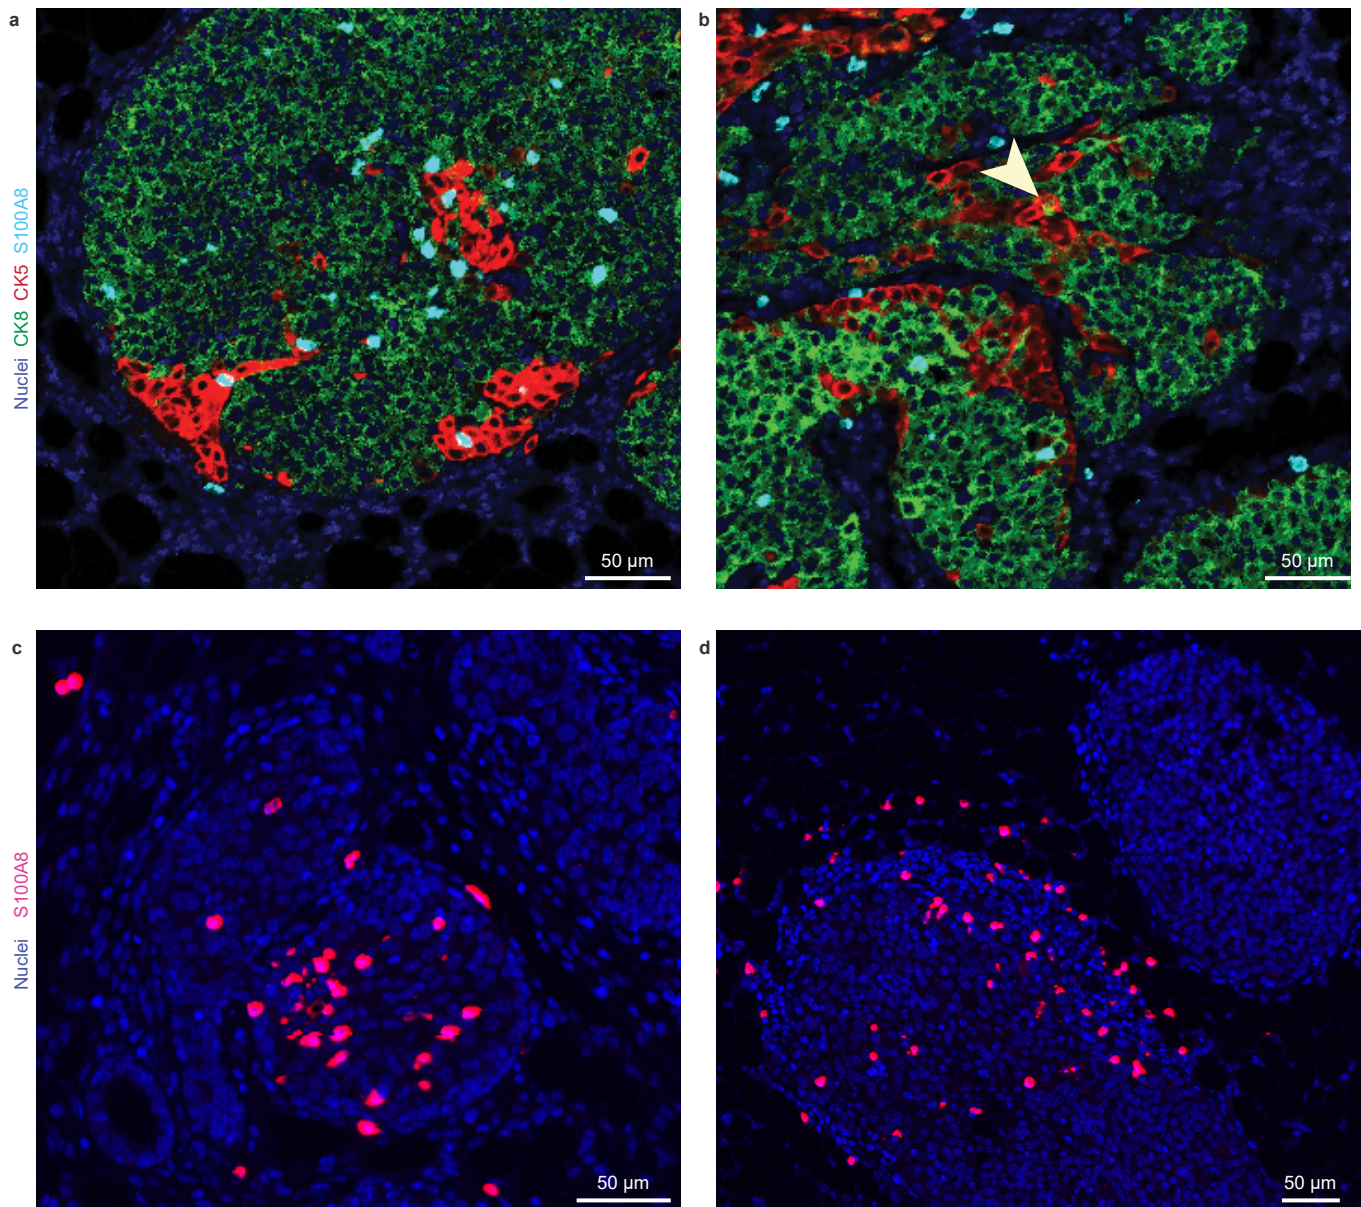

Supplementary figure 8: Mammary glands bear intermediate lesions exhibiting sub-niche expansion of CK5+ cells and recruitment of S100A8+ cells

(A, B) Mammary tissues bearing lesions were stained using a cocktail of antibodies and visualized using imaging mass cytometry. Lesions were stained for CK8 (luminal marker, pseudocolor green), CK5 (basal marker, red), and S100A8 (neutrophils/granulocytes, cyan). Arrow indicates cell expressing both CK5 and CK8 markers.

(C, D) Mammary tissues bearing lesions were stained by immunofluorescence against S100A8 (magenta). Representative images shown from n=7 animals.

Supplementary table 1

| NAME                                       | NES        | FDR q-val   |
|--------------------------------------------|------------|-------------|
| HALLMARK_E2F_TARGETS                       | 3.3707712  | 0           |
| HALLMARK_MYC_TARGETS_V1                    | 3.2153695  | 0           |
| HALLMARK_G2M_CHECKPOINT                    | 3.0851498  | 0           |
| HALLMARK_MTORC1_SIGNALING                  | 2.4880264  | 0           |
| HALLMARK_MYC_TARGETS_V2                    | 2.45109    | 0           |
| HALLMARK_GLYCOLYSIS                        | 2.1354225  | 0           |
| HALLMARK_P53_PATHWAY                       | 1.9799442  | 2.11E-04    |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION | 1.857435   | 0.001363055 |
| HALLMARK_MITOTIC_SPINDLE                   | 1.84175    | 0.001211604 |
| HALLMARK_DNA_REPAIR                        | 1.7755426  | 0.003086696 |
| HALLMARK_CHOLESTEROL_HOMEOSTASIS           | 1.7321427  | 0.004025078 |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION         | 1.7000185  | 0.004986445 |
| HALLMARK_HYPOXIA                           | 1.6936828  | 0.004687239 |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE         | 1.4833199  | 0.028203754 |
| HALLMARK_BILE_ACID_METABOLISM              | -1.5287917 | 0.03414649  |
| HALLMARK_INTERFERON_GAMMA_RESPONSE         | -1.8879664 | 0.002147677 |
| HALLMARK_INTERFERON_ALPHA_RESPONSE         | -2.1259065 | 0           |

Supplementary Table 1: GSEA normalized enrichment scores and FDR q-val. Gene set enrichment analysis (GSEA) results of indolent versus aggressive samples of Hallmarks pathways with FDR <0.05 shown in order of normalized enrichment score (NES). Positive NES indicates enrichment in aggressive samples.

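The Hallmark sets of this table that were at hand were ranked again by the signal-to-noise ratio of normalized counts with fgsea. The G2/M checkpoint set had an NES of 3.07, where the paper's value is 3.09. The paper's values of 1.84 for the mitotic spindle, 1.78 for DNA repair, 1.73 for cholesterol homeostasis and 1.69 for hypoxia stand beside 1.78, 1.78, 1.73 and 1.70. Scaled to equal totals, the NES was 3.30 for the G2/M checkpoint, 1.50 for the mitotic spindle, 1.61 for DNA repair, 1.70 for cholesterol homeostasis and 1.56 for hypoxia. After quantile normalization these were 2.97, 1.56, 1.70, 1.52 and 1.38.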

Supplementary table 2

| NAME                                           | NES        | FDR q-val   |
|------------------------------------------------|------------|-------------|
| KEGG_DNA_REPLICATION                           | 2.745256   | 0           |
| KEGG_CELL_CYCLE                                | 2.705567   | 0           |
| KEGG_RIBOSOME                                  | 2.637136   | 0           |
| KEGG_PROTEASOME                                | 2.4070776  | 0           |
| KEGG_P53_SIGNALING_PATHWAY                     | 2.3494546  | 0           |
| KEGG_SPLICEOSOME                               | 2.3149905  | 0           |
| KEGG_MISMATCH_REPAIR                           | 2.2308097  | 1.72E-04    |
| KEGG_ONE_CARBON_POOL_BY_FOLATE                 | 2.1944852  | 1.50E-04    |
| KEGG_RNA_DEGRADATION                           | 2.1558433  | 1.34E-04    |
| KEGG_HOMOLOGOUS_RECOMBINATION                  | 2.1504698  | 1.20E-04    |
| KEGG_NUCLEOTIDE_EXCISION_REPAIR                | 2.0695267  | 4.52E-04    |
| KEGG_PYRIMIDINE_METABOLISM                     | 2.011158   | 9.19E-04    |
| KEGG_STEROID_BIOSYNTHESIS                      | 1.8167285  | 0.010482642 |
| KEGG_PARKINSONS_DISEASE                        | 1.8026899  | 0.010843752 |
| KEGG_HEDGEHOG_SIGNALING_PATHWAY                | 1.8001201  | 0.010531586 |
| KEGG_PURINE_METABOLISM                         | 1.796613   | 0.01015158  |
| KEGG_RNA_POLYMERASE                            | 1.7702446  | 0.011882625 |
| KEGG_BASE_EXCISION_REPAIR                      | 1.7601753  | 0.012806135 |
| KEGG_OOCYTE_MEIOSIS                            | 1.6888063  | 0.025141364 |
| KEGG_CITRATE_CYCLE_TCA_CYCLE                   | 1.645398   | 0.03692743  |
| KEGG_PROGESTERONE_MEDIATED_OOCYTE_MATURATION   | 1.6277903  | 0.04052998  |
| KEGG_ARGININE_AND_PROLINE_METABOLISM           | 1.614741   | 0.043765143 |
| KEGG_AXON_GUIDANCE                             | 1.6139402  | 0.04218062  |
| KEGG_BLADDER_CANCER                            | 1.6074408  | 0.042514555 |
| KEGG_ALDOSTERONE_REGULATED_SODIUM_REABSORPTION | -1.9231448 | 0.029644854 |

Supplementary Table 2: GSEA normalized enrichment scores and FDR q-val. Gene set enrichment analysis (GSEA) results of indolent versus aggressive samples of KEGG pathways with FDR <0.05 shown in order of normalized enrichment score (NES). Positive NES indicates enrichment in aggressive samples.

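The KEGG steroid biosynthesis set had an NES of 1.81 from fgsea on the signal-to-noise ratio, where the paper's value is 1.82. For the citrate cycle set it was 1.66, where the paper's value is 1.65. The citrate cycle set was not called with samples scaled to equal totals (NES 1.16, fgsea adjusted p = 0.338) or quantile normalized (NES 1.22, fgsea adjusted p = 0.284).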

# Supplementary material for: Single-cell evaluation reveals shifts in the tumor-immune niches that shape and maintain aggressive lesions in the breast
**Source:** Nat Commun. 2021 Aug 18;12:5024. doi: 10.1038/s41467-021-25240-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Bulk and single cell RNAseq DE genes

File Name: Supplementary Software 1

Description: Shell scripts, R codes, and example reference and data files for bulk RNASeq data analysis.

# Supplementary material for: Single-cell evaluation reveals shifts in the tumor-immune niches that shape and maintain aggressive lesions in the breast
**Source:** Nat Commun. 2021 Aug 18;12:5024. doi: 10.1038/s41467-021-25240-z
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used to collect data                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data analysis   | R (>=3.1.0), GraphPad Prism 8, ImageJ 1.52b, BD FACSDiva 8, ELDA (Journal of Immunological Methods 347, 70-78), STAR (v2.6.0b), Samtools (v1.8), FastQC (v0.11.5), Bioconductor package DESeq2, Bioconductor package geneFu (v2.20.0), GSEA 4.0.3, Seurat v3.1.0, DoubletFinder, Smart local moving (SLM) algorithm, FindMarkers, GSVA v1.36.2, Monocle v2, Seurat AddModuleScore function, Cell Ranger v3.0.2, InferCNV v1.3.3 ( <a href="https://github.com/broadinstitute/infercnv">https://github.com/broadinstitute/infercnv</a> ).<br>Custom: Scillus 0.4.0 ( <a href="https://github.com/xmc811/Scillus">https://github.com/xmc811/Scillus</a> ) and <a href="https://github.com/xmc811/ScRNA-Seq_HER2">https://github.com/xmc811/ScRNA-Seq_HER2</a> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data are provided with this paper. The bulk and single cell RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession codes GSE162005 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162005>) and GSE161983 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161983>). MSigDB v7.0 hallmark gene sets and curated gene sets (c2) can be accessed at <https://www.gsea-msigdb.org/gsea/msigdb/index.jsp>. The remaining data are available within the Article, Supplementary Information or Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Initial study designs utilized at least n=3 animals. Animal number was adjusted based on a combination of power analysis based on pilot studies, limited by reagent availability, or expanded when additional animals were required to generate enough material (e.g. small lesions) for downstream analysis.                                                                                                                                                                                                                                                    |
| Data exclusions | Outliers were not excluded from the study. Animals were excluded from study if euthanized for non-study reasons in accordance with Animal Care and Use Guidelines.                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | Results were obtained by evaluating multiple animals per group (minimum 3). Results across replicates are reported in the Article, Supplementary Information, and Source Data file. Sequencing studies required animals to be pooled to obtain sufficient material for analysis and multiple pools of animals were evaluated, except for single cell sequencing studies where only a single pool was evaluated.                                                                                                                                                  |
| Randomization   | Organisms were randomly allocated into experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | Investigators were blinded during data collection and analysis during tumor palpation, tissue collection, and histological evaluation of (1) animals injected with indolent or aggressive tumor cells), and (2) animals treated with agent versus control. Investigators were also blinding during processing of post-digested samples isolated from indolent or aggressive lesions. Blinding was not possible in cases when group-specific features were evident during data collection or analysis of stain-positive cells in histologically-distinct lesions. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | CD19 (Thermo Fisher 14-0194-82); CD3 (Abcam ab5690); CD45 (e-Biosciences 14-0451-85); Col IV (Abcam ab6586); E-cadherin (Cell Signaling Technology 3195); ER-alpha (Millipore 06-935); F4/80 (Thermo MA1-91124); HA (BioLegend 901502); Ki67 (Abcam ab15580); MPO (Abcam ab208670); S100A8 (R&D Systems MAB3059). The following antibodies were used for imaging mass cytometry: CD163 (Abcam ab213612), conjugated to 168 Er; CK5 (Abcam ab214586), 145 Nd; CK8 (Abcam ab217173), 154 Sm; Col-IV (Abcam ab6586), 155 Gd; pS6 (CST 4858), 167 Er; S100A8 (R&D MAB3059), 115 In; Vimentin (Abcam 193555), 151 Eu, αSMA (CST D4K9N), 158 Gd; PE anti-mouse CD45 antibody, (BioLegend 103106).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Validation      | CD19 (Thermo Fisher 14-0194-82), documented in <a href="https://www.citeab.com/antibodies/3517133-14-0194-cd19-monoclonal-antibody-6omp31-ebiosciences?des=c53777abbc8b7d3ab">https://www.citeab.com/antibodies/3517133-14-0194-cd19-monoclonal-antibody-6omp31-ebiosciences?des=c53777abbc8b7d3ab</a> , cited by 7<br>CD3 (Abcam ab5690), documented in <a href="https://www.abcam.com/cd3-antibody-ab5690">https://www.abcam.com/cd3-antibody-ab5690</a> , cited by 349<br>CD45 (e-Biosciences 14-0451-85), documented in <a href="https://www.thermofisher.com/antibody/product/CD45-Antibody-clone-30-F11-Monoclonal/14-0451-82">https://www.thermofisher.com/antibody/product/CD45-Antibody-clone-30-F11-Monoclonal/14-0451-82</a> , cited by 250<br>Col IV (Abcam ab6586), documented in <a href="https://www.abcam.com/collagen-iv-antibody-ab6586">https://www.abcam.com/collagen-iv-antibody-ab6586</a> , cited by 568<br>E-cadherin (CST 3195), documented in <a href="https://www.cellsignal.com/products/primary-antibodies/e-cadherin-24e10-rabbit-mab/3195">https://www.cellsignal.com/products/primary-antibodies/e-cadherin-24e10-rabbit-mab/3195</a> , cited by 1607<br>ER-alpha (Millipore 06-935), documented in <a href="https://www.citeab.com/antibodies/220600-06-935-anti-estrogen-receptor-alpha-antibody?des=0ae044017c3ca876">https://www.citeab.com/antibodies/220600-06-935-anti-estrogen-receptor-alpha-antibody?des=0ae044017c3ca876</a> , cited by 93 |

F4/80 (Thermo MA1-91124), documented in <https://www.thermofisher.com/antibody/product/F4-80-Antibody-/MA1-91124>, cited by 32

HA (BioLegend 901502), documented in <https://www.biolegend.com/en-us/search-results/purified-anti-ha-11-epitope-tag-antibody-11374>, cited by 371

Ki67 (Abcam ab15580), documented in <https://www.abcam.com/ki67-antibody-ab15580>, cited by 2282

MPO (Abcam ab208670), documented in <https://www.abcam.com/myeloperoxidase-antibody-epr20257-ab208670>, cited by 20

S100A8 (R&D Systems MAB3059), documented in <https://www.citeab.com/antibodies/search?c=51&cl=1&q=s100a8&r=6809>, cited by 8

CD163 (Abcam ab213612), 168 Er, documented in <https://www.abcam.com/cd163-antibody-epr19518-bsa-and-azide-free-ab213612>, cited by 2; <https://www.abcam.com/cd163-antibody-epr19518-ab182422.html>, cited by 108

CK5 (Abcam ab214586), 145 Nd, documented in <https://www.abcam.com/cytokeratin-5-antibody-ep1601y-bsa-and-azide-free-ab214586.html>, cited by 8; <https://www.abcam.com/cytokeratin-5-antibody-ep1601y-cytoskeleton-marker-ab52635.html>, cited by 81

CK8 (Abcam ab217173), 154 Sm, documented in <https://www.abcam.com/cytokeratin-8-antibody-ep1628y-bsa-and-azide-free-ab217173.html>, cited by 14; <https://www.abcam.com/cytokeratin-8-antibody-ep1628y-cytoskeleton-marker-ab53280.html>, cited by 66

Col-IV (Abcam ab6586), 155 Gd, documented in <https://www.abcam.com/collagen-iv-antibody-ab6586.html>, cited by 568

pS6 (CST 4858), 167 Er, documented in <https://www.cellsignal.com/products/primary-antibodies/phospho-s6-ribosomal-protein-ser235-236-d57-2-2e-xp-rabbit-mab/4858>, cited by 798

S100A8 (R&D MAB3059), 115 In, documented in <https://www.citeab.com/antibodies/search?c=51&cl=1&q=s100a8&r=6809>, cited by 8

Vimentin (Abcam 193555), 151 Eu, documented in <https://www.abcam.com/vimentin-antibody-epr3776-bsa-and-azide-free-ab193555.html>, cited by 34; <https://www.abcam.com/vimentin-antibody-epr3776-cytoskeleton-marker-ab92547.html>, cited by 872

$\alpha$ SMA (CST 19245), 158 Gd, documented in <https://www.cellsignal.com/products/primary-antibodies/a-smooth-muscle-actin-d4k9n-xp-rabbit-mab/19245>, cited by 116

PE-CD45 (BioLegend 103106), documented in <https://www.biolegend.com/en-us/products-2/pe-anti-mouse-cd45-antibody-100>, cited by 73

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mus musculus, FVB/NJ Stain 001800, females, adult (aged 12-15 weeks)                                                                                                                                                                                                                                                                                                                             |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                     |
| Ethics oversight        | Animal work described was performed in accordance with recommendations in the Guide for Care and Use of Laboratory Animals from the National Institutes of Health (NIH) Institutional Animal Care and Use Committee (IACUC) and the American Association for Accreditation of Laboratory Animal Care (AAALAC). Studies were approved by the University of Texas MD Anderson Cancer Center IACUC. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Resected mammary glands bearing caErbB2-GFP lesions were visualized under a fluorescence stereoscope, and regions harboring aggressive (>2mm, comprised of invasive lesions) and indolent (<2mm, enriched for in situ lesions) lesions were dissected away from each other. Tissues were mechanically minced, and then digested to organoids in epithelial cell media [advanced DMEM/F12 (Gibco) with 5% fetal bovine serum (Hyclone), and 1% antibiotic-antimycotic (Corning)], supplemented with 3 mg/ml collagenase (Roche), 0.6 mg/ml hyaluronidase (Sigma), 1.3% bovine serum albumin (BSA) (Sigma). Tissue digests were agitated by angled rotation for 2-5 hours at 37°C, pelleted by centrifugation at 450g, and then resuspended in red cell lysis buffer (Sigma). Following wash with epithelial cell media and PBS, pelleted organoids were incubated in 0.25% Trypsin-EDTA (Corning) at room temperature for 5 minutes. Cells were again washed, pelleted, and resuspended in epithelial cell media supplemented with up to 10U dispase (Stem Cell) and 5ug DNAase I (Stem Cell), filtered serially through 100  $\mu$ m and 70  $\mu$ m cell strainers (Falcon), and enumerated by trypan blue staining. Following digestion of tissues down to single cells, samples were stored at 4°C overnight in Hypothermosol (BioLife Solutions). The following day, tumor cells were washed and

resuspended in [PBS with 0.5% EDTA] for sorting.

Instrument

BD FACSAria

Software

BD FACSDiva

Cell population abundance

Samples were visualized immediately post-sort to confirm that sorted population expressed GFP. Samples sorted for CD45+ immune cells contained the intended population, while samples sorted for GFP+ tumor cells included some stromal cell contaminants, as determined by single cell analysis.

Gating strategy

Cells were gated on forward- versus side-scatter areas for cell size, then forward-scatter area versus height and side-scatter area versus height for single cells, and then by fluorophore for gene expression.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

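Bulk RNA-seq of GFP-sorted tumor cells covered 15 samples, 7 indolent and 8 aggressive, each a pool, prepared in 3 batches. The authors aligned paired reads to GRCm38 with STAR, summarized them per gene on a GENCODE annotation, removed genes with few reads, and deposited a table of 14606 genes. Its values are a normalized signal, the authors' read counts divided by DESeq2 size factors, with no log. Neither the alignment nor the size factors were recomputed.

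In each sample 100% of the values were whole multiples of what 1 read was worth, so whole reads were recovered. Totals ran from 28399509 to 34690096 reads. For the indolent sample of pool 4 the step was 1.01, too close to 1 to be told from plain counts by the unit check, so that sample was left out of edgeR, DESeq2, the variance-stabilised values and the thinning of reads. These covered 14 samples, 6 of them indolent. It stayed among the 15 samples of the limma tests and library shares, and its total, from the same step, was kept in the range and comparison of read totals and in the check of the low-count filter. Both were also run without it, after seeing the data.

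Values were tested as log2(value + 1) with limma 3.58.1 in R 4.3.3, with lesion type as the only term and Benjamini-Hochberg adjustment at 0.05. Changes over 2-fold were tested with treat. Principal components used the 500 most variable genes. Gene sets were tested with camera at a preset correlation of 0.01, with fgsea 1.28.0 (10000 permutations) beside it for enrichment scores. Only 20 of the paper's sets were at hand, and 25 lists written beforehand stood in for other pathways and for the markers of immune cells, T cells, B cells, macrophages, neutrophils, fibroblasts, endothelial cells and red blood cells. The adipocyte list had no gene in the table. Single values were compared with two-sided exact permutation tests over all 6435 splits. Where a list is written with a count adjusted over the list alone, the adjustment covered its own genes. Genes named are the ERBB family, members of these lists, and in each direction the 5 genes with the largest change among those with a mean of at least 10, called for more than 2-fold, and with 1 direction in all 7 pools with both lesion types. Single-gene results for some genes that meet this rule are not reported here. Which members of a list are named was in part chosen after their values were seen, for Snai2, Pdpn, the ERBB ligands and the fibroblast and neutrophil markers. A list of 6 contractile genes lies outside this rule and was added after the data had been opened. The exact permutation of list scores, the comparisons of marker lists with the lists they were set against, the comparison of lymphocyte losses and the comparison of indolent samples between batches were also chosen after values had been seen. So were the corrections made together with the replicate block, the splits that part the pairs and the exact tests within pools.

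The labels give each sample a pool number, and 7 numbers occur in both lesion types. The legend of Fig. 2a gives fewer animals in total than 15 separate pools of the smallest size it states would need, so samples share animals, and the paper's methods dissect indolent and aggressive regions of resected glands away from each other. Same-numbered samples were therefore taken as pairs, although neither the labels nor the paper's text states that a number marks the same mice. Over genes with a mean of at least 10 normalized counts, the deviations of same-numbered samples from their group means were correlated. The correlations were 0.493, -0.062, 0.484, 0.141, 0.22, -0.0149 and 0.339 in pools 1, 2, 4, 5, 6, 7 and 8. Their median was 0.22, against 0.0603 for indolent and aggressive samples of different pools in the same batch and -0.0818 for samples of different batches. Taken within batches, the correlations in the same order of pools were 0.431, -0.122, 0.323, 0.28, 0.202, -0.155 and -0.155. Pool 8 turned negative there, beside pools 2 and 7. Genes are not independent replicates. The study's model had no term for pool, so the tests have none either, and the block on pool is an alternative. Tests within pools used all 128 swaps of lesion type in the 7 pairs, where the smallest two-sided p is 0.0156.

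Alternatives were pseudocounts of 0.1 and 10, a minimum mean of 10, scaling to equal totals, quantile normalization, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, a replicate block on pool, batch as a covariate, each batch alone, and each sample left out. For sets, fry and an estimated correlation were also run. Gene length and GC content came from a GENCODE annotation of GRCm38 for 99.9% of genes; its release is not the authors'.

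On simulated data with 200 changed genes among 14606, limma recovered 200 with 7 false calls, edgeR 200 with 5 and DESeq2 200 with 24. Camera called the planted set and 0 of 50 unchanged sets; those simulated genes were independent, so this did not test the preset correlation. The single-cell data, imaging, transplantation and treatment experiments were not analysed here, and the PAM50 probabilities were not recomputed.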

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

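In 242 groups of values (each principal component, library share, list score and named gene, per lesion type), the most extreme sample was set against its neighbor by Dixon's ratio. The ratio's 95% critical value was passed in 7 groups, where chance gives about 5%, or 12.1 groups. The number is therefore no more than chance gives, and no biological explanation was tested.

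In the indolent sample of pool 1 the apoptosis set had a score of 0.289, with the next at 0.0868, and the log2 value of Isg15 was 10.72, with the next at 9.95. In the indolent sample of pool 2 the steroid biosynthesis score was -0.0389, with the next at -0.227. The indolent sample of pool 4 had the lowest log2 values of E2f1 (7.63, next 8.04) and of Dcn (9.36, next 10.5). Among aggressive samples, Irf7 had a log2 value of 10.91 in pool 2 (next 10.4), and the epithelial score was -1.26 in pool 7 (next -0.632). Leaving out each of these samples kept E2f1, Isg15, Irf7, Dcn, the epithelial list and both sets on the same side of the threshold.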

How the results depend on the processing

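The alternatives were set before the data were examined, apart from the exact permutation of list scores, the corrections made together with the replicate block and the exact tests within pools, which were chosen after seeing the data, as was leaving pool 4's indolent sample out of the read totals. The number of DE genes stayed within 1.5 times of 7958 under the pseudocounts, the minimum mean, equal totals, quantile normalization, edgeR (7418), DESeq2 (7786) and batch as a covariate (8415), and ran from 7405 to 7994 across the fits that each left out one sample. For changes of more than 2-fold the range with one sample left out was 1130 to 1558 around 1381, with 1689 by edgeR and 1220 by DESeq2. With 2-fold applied as a filter after the plain test, the count was 3621.

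Within batch 1, with 2 indolent and 3 aggressive samples, 3424 genes were called (1787 higher, 1637 lower), and 47 for more than 2-fold (19 higher, 28 lower). Within batch 2, with 3 and 3 samples, there were 5278 genes, 2512 of them lower, and 516 for more than 2-fold (300 higher, 216 lower). Within batch 3, the smallest with 2 and 2 samples, there were 6753 genes, and 1605 for more than 2-fold. The number of samples alone therefore does not account for the lower counts in batches 1 and 2. PC1 held 57.4% of the variance over all genes, and 72.2% to 79.9% with one sample left out.

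With the replicate block on pool, in the 7 pools with both lesion types, 8027 genes were called and 1470 for more than 2-fold. T cell markers (median -1.31), Zeb1 (-0.50), Fn1 (-0.80) and Acta2 (0.74) were now called, and the macrophage median turned to 0.13. By exact tests within pools the mitochondrial share was now lower in aggressive lesions (-0.362 percentage points, p = 0.0156). Pairing changed no other call among the results it was run for. With the block, removing trends on GC content and length gave 8351 genes and 1418 for more than 2-fold, and leaving out the 10 most abundant genes and scaling to equal totals gave 7877 and 1477. In the 6 pools whose reads could be thinned to the smallest total, the blocked fit gave 7029 and 1061, against 7087 and 1074 unthinned. Exact tests within pools left the marker comparisons and the shares of milk protein genes and of the 10 most abundant genes on the same side of 0.05.

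Camera with estimated correlation called 0 sets (7 with an unadjusted p under 0.05), fry 30 and the exact permutation of list scores, added after the data were seen, 32, against 16. Fry and the permutation ask only whether a set changed at all, so their counts answer another question than camera's. With estimated correlation the adjusted p was 0.257 for the G2/M set and for the replication, mitosis, glycolysis and PAM50 proliferation lists, 0.278 for interferon, 0.332 for Myc and the epithelial list, 0.382 for p53, 0.39 for milk, 0.393 for the IL-17 axis, 0.496 for DNA repair and EMT, and 0.516 for oxidative phosphorylation. The cause was not tested. The PAM50 basal list was called under equal totals (median 1.77, adjusted p = 0.0269), fry (9.86e-05), fgsea (0.00398) and exact permutation (4.66e-04). The luminal list was called after quantile normalization (-1.36), and under fry (2.2e-06), fgsea (0.0253) and exact permutation (4.66e-04). Its median ran from -1.51 to -1.31 with one sample left out, and the basal list's from 1.78 to 2.05. After quantile normalization the p53 list was not called (0.38) and the MHC class I list was (-0.46), the latter also by exact permutation (0.0386). The ERBB ligand list was called by fry (0.0136) and exact permutation (0.00291).

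Of the called results, the direction turned for Mdm2 within batch 1 (-0.29) and for the median of the citrate cycle set within batch 3 (-0.0077). Erbb2 was -0.41 after quantile normalization, now called, and 0.14 within batch 1. Egfr was -0.11 under equal totals, -0.024 after quantile normalization, -0.52 within batch 1 and -0.12 within batch 3, and ran from -0.077 to 0.16 with one sample left out. Cox4i1 was -0.065 under equal totals, -0.10 after quantile normalization and -0.31 within batch 3 (-0.0083 to 0.16 with one sample left out). Il17ra was -0.10 under equal totals and -0.10 within batch 1. Cnn1 was 0.23 after quantile normalization and 0.10 within batch 3 (-0.22 to 0.11). Vim was -0.064 within batch 1. Under equal totals the macrophage median was -0.22 and the red blood cell median -0.25, with camera's direction turned. After quantile normalization the red blood cell median was 0.22, that of TNFA signaling -0.11 and that of TGF-beta signaling -0.041. By exact permutation KEGG glycolysis (0.209), the pentose phosphate pathway (0.088) and endothelial markers (0.804) were not called. Their mean differences were negative, where camera's direction was up. For KEGG glycolysis this was the sign of its median (-0.09). The medians of the pentose phosphate pathway (0.18) and of endothelial markers (0.06) were positive. With one sample left out the medians ran from -0.13 to 0.019 for the HER2 list, -0.081 to 0.27 for immune, -0.28 to 0.14 for macrophage, -0.62 to 0.14 for fibroblast and -0.32 to 0.24 for red blood cell markers. Camera called the luminal list in 6 of these 15 fits, T cell markers in 5 (median -1.62 to -1.24), the mitotic spindle set in 2, without the aggressive sample of pool 1 (0.10) or of pool 2 (0.11), and the basal list in 1, without the indolent sample of pool 7 (1.78). Among named genes, Mdm2 lost its call in 7 of these fits (0.41 to 0.58 over all 15), and Fn1 (-0.90 to -0.53) gained one in 6, Acta2 (0.51 to 0.78) in 3 and Vim (0.27 to 0.72) in 1. The cause of these changes was not tested.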

Differences from the paper's values

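Supplementary Data 1 was read in part, for 1998 genes with 12607 more left out of the copy used. For Krt5 the paper's log2 fold change is 3.06, against 3.52 here. Of the alternatives set before the data were examined, equal totals (3.36), quantile normalization (3.13), batch as a covariate (3.43), batch 2 alone (3.24), edgeR (2.98) and DESeq2 (3.01) came within the larger standard error. The pseudocounts, the minimum mean, the replicate block (3.50) and batches 1 (2.39) and 3 (4.97) alone did not. For Krt14 the paper's value is 3.02, against 3.57 here. It was 3.41 under equal totals, 2.99 after quantile normalization, 3.45 with batch as a covariate, 3.23 in batch 2 alone, 2.89 with edgeR and 2.93 with DESeq2, all within the larger error. It was outside with the pseudocounts, the minimum mean, the replicate block (3.56) and batches 1 (2.34) and 3 (5.12) alone. For Ces2f the paper's value is 4.28, against 5.18 here. A pseudocount of 10 (4.29), edgeR (4.11) and DESeq2 (4.13) came within the larger error, and the other alternatives did not. Only edgeR and DESeq2, which are fitted to counts, came within it for all 3 genes. The fold changes here are differences of mean log2 values, which weigh low indolent samples more than a comparison of mean counts does. Indolent values ran from 5507 to 96590 for Krt5, 6169 to 157818 for Krt14 and 0.968 to 72.8 for Ces2f.

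The paper lists the Hallmark mitotic spindle, hypoxia and cholesterol homeostasis sets as enriched in aggressive lesions. Camera did not call them (adjusted p = 0.0852, 0.155 and 0.1). Fry did (0.0229, 5.27e-05 and 9.62e-05), as did fgsea on the signal-to-noise ratio (6.47e-04, 6.47e-04 and 0.0018) and the exact permutation of list scores (0.0386, 0.0386 and 0.00941), which was chosen after seeing the values. Fry and the permutation ask only whether a set changed at all, not whether it changed more than other genes. Camera called the mitotic spindle set without the aggressive sample of pool 1 (adjusted p = 0.044) or of pool 2 (0.046).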

Other observations

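The tests of lymphocyte RNA and of the batches of indolent samples, the permutation tests of the difference between a marker list and the list it was set against (immune, fibroblast and contractile), thinning to 0.5 of the smallest total, the splits that part the pairs, the corrections made with the replicate block and the exact tests within pools were chosen only after results were seen.

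Of 100 splits of the 15 samples, the real one included, 1 gave as many DE genes as the real split, and 1 as many genes changed more than 2-fold. The other splits gave a median of 0 DE genes and at most 5404. For the number of sets called by camera at its preset correlation, 11 of the 100 splits gave as many as the real 16, with a median of 11 sets in the others. The number of sets called is therefore not told apart from other groupings of these samples by that test.

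Same-numbered samples were taken as pairs, so the real split was also compared with splits that part all 7 pairs, 100 of the 128 drawn with the real one included. The others differ from the real split by swapping lesion type in 1 to 7 pools. Of these 100, 1 gave as many DE genes as the real split and 1 as many genes changed more than 2-fold. The others had a median of 0 DE genes. The most were 6080, in the split that swapped all 7 pools and so turned the real comparison around except for pool 3, and then 3856, in a split that swapped 1 pool. With the replicate block the split that swapped all 7 pools is the real test with its sign turned, and apart from it at most 2288 genes were called, against 8027. As many sets as the real split were called in 27 of the 100 splits, and in 13 with the block, the real one and its mirror included, so the number of sets was not told apart from these groupings either.

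The number of DE genes was not explained by depth: with the reads of 14 samples thinned to the smallest total, 7471 genes were called, against 7511 in the same samples unthinned. Thinned to 0.5 of that total it was 7173. Removing each sample's trend on GC content and length gave 8335 genes, and batch as a covariate gave 8415. Leaving out the 10 most abundant genes and scaling to equal totals gave 7905, with 3012 higher and 4893 lower. With all genes kept, equal totals gave 7939, with 2925 higher and 5014 lower, against 3994 and 3964 with the authors' size factors. The total thus hardly responds to scaling, while the balance of directions does. In the same fit as the replicate block, the corrections for GC content and length and for abundant genes gave 8351 and 7877 genes, against 8027 with the block alone, and thinning in 6 pools gave 7029 against 7087.

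Indolent samples were placed on the first principal component by preparation batch. The mean of batch 1 minus that of batch 3 was 51.1 in indolent samples (two-sided exact permutation test over 210 assignments, p = 0.00952, the smallest they can give) and 6.69 in aggressive samples, which argues against a technical shift shared by all samples of a batch as the whole of this placement. A shared part is not excluded: across genes with a mean of at least 10, which are not independent replicates, the differences between batches 1 and 3 in indolent and in aggressive samples had a correlation of 0.2. On the second component both lesion types lay from -20.6 to 1.14 in batch 1 and from 4.66 to 13.6 in batch 3. An interaction of batch and lesion type was called for 147 genes. Cells of aggressive lesions mixed into the indolent samples of batch 1 are a candidate explanation. The share of aggressive RNA this implied was taken over genes called for more than 2-fold within batch 2 alone. Over 300 genes higher in aggressive lesions its median was 24.7% (quartiles 18.7% and 31.5%). Over 216 genes called lower the median was 48.6%. Of the higher genes 99.3% were higher in indolent samples of batch 1 than of batch 3, and of the lower genes 84.7% were lower. No spread is at hand for the share over the lower genes, so whether a single share accounts for both was not decided. The paper's methods dissect both lesion types out of the same glands. Mixed cells and a difference in the indolent lesions themselves cannot be told apart for these samples, because nothing measured here marks which lesion a cell came from. The latter was not tested.

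Interferon response genes were lower in aggressive lesions. Immune cell RNA in the indolent samples would lower the markers of all immune cells as much, but their median was 0.11 (-0.39, -0.06 and 1.05 within the batches), with 0 of 5 called at either adjustment. Their mean change was above that of the interferon list by 1.18 (exact permutation test, p = 0.00497, also after adjustment over 3 such comparisons). Within pools the difference was 1.23 (exact test, p = 0.0312, above 0 in 6 of 7 pools). T cell markers had a median of -1.41 (-1.37, -1.63 and -1.60 within the batches) with 5 of 5 called lower, and B cell markers -1.75 (-1.86, -2.16 and -1.10) with 2 of 3 called and 3 adjusted over the list alone. Camera did not call the T cell list (adjusted p = 0.0579) but did with the replicate block (median -1.31, adjusted p = 0.0435). On the log2 scale both medians fell at least as much as that of the interferon list (-1.10). In counts, these 8 markers lost a median of 30.8 normalized counts against 787 for the interferon list, a ratio of 0.0391. The highest of their indolent means was 91.0. How strongly lymphocytes express interferon genes relative to these markers was not measured. Lymphocyte RNA as a source of part of the fall is therefore not excluded. A change within the tumor cells stays open as a hypothesis.

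Fibroblast RNA as the source of the EMT genes was weighed with 6 fibroblast genes, whose median was -0.28 (-1.16, -0.28 and 0.38 within the batches). Their own change was not different from 0 (exact permutation test, p = 0.321), so the criterion written beforehand, a fall beyond their spread, was not met. Their change lay below that of the EMT list by -1.38 (p = 0.00373 by exact permutation, adjusted 0.00497). Within pools their own change had p = 0.0938 and the difference, -1.34, had p = 0.0156 (exact tests), the smallest these pools can give. Dcn fell by 2.10 and Dpt by 2.23 on the log2 scale, while Pdgfra rose by 1.14. Fibroblasts that carry little Dcn were not tested.

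Normal myoepithelial cells as the source of the basal genes were weighed with 6 contractile genes, whose median was -0.93. Their own mean change was -0.92 (exact permutation test, p = 0.00963). Their change lay below that of the basal list by -2.44 (exact permutation test, p = 1.55e-04, the smallest these splits can give, adjusted 4.65e-04). Within pools both the change of the list (-0.84) and the difference (-2.37) were below 0 in 7 of 7 pools (exact tests, p = 0.0156 for each, the smallest these pools can give). The genes went both ways. Oxtr changed by -3.01, Mylk by -1.88 and Myh11 by -1.79. Acta2, the most abundant of them, was higher in aggressive lesions in all 7 pools with both lesion types (1475 against 902 normalized counts, log2 fold change 0.64, limma adjusted p = 0.0667), and it was called in 3 of the 15 fits that each left out one sample and with the replicate block (0.74, limma adjusted p = 0.0148). Actg2 (0.58, limma adjusted p = 0.211) and Cnn1 (-0.07, limma adjusted p = 0.86) were not called. Myoepithelial cells as the source of part of the rise, well below that of the basal genes, are not excluded.

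Milk protein genes took 2.03% ± 1.06 (SD, n = 7) of the indolent and 0.184% ± 0.0938 (SD, n = 8) of the aggressive libraries (exact permutation test, p = 1.55e-04, the smallest these splits can give), and the share was lower in the aggressive sample in 7 of 7 pools (exact test within pools, p = 0.0156, the smallest they can give). All 9 were called lower, with a median log2 fold change of -3.35 (camera adjusted p = 2.85e-05), and -2.55, -3.03 and -5.11 within the batches. Mitochondrial genes took 1.42% ± 0.246 (SD, n = 7) of the indolent and 1.02% ± 0.427 (SD, n = 8) of the aggressive libraries. Over all splits this difference did not pass 0.05 (exact permutation test, p = 0.0503, adjusted over 3 shares 0.0754), but the share was lower in the aggressive sample in 7 of 7 pools (exact test within pools, p = 0.0156, adjusted 0.0234). The differences within the batches were -0.629, -0.215 and -0.218 percentage points. No explanation of it was tested. For the share of the 10 most abundant genes no difference was detected over all splits (exact permutation test, p = 0.821) or within pools (exact test, p = 0.875), and it went both ways within the batches (1.09, -0.013 and -0.951 percentage points). While Erbb3 and Erbb4 were lower, 6 of 10 ERBB ligand genes were called higher and 2 lower (median 1.11, camera adjusted p = 0.327, and 0.71, 1.12 and 1.24 within the batches). Epgn rose by 2.92, Nrg1 by 2.62, Ereg by 2.42, Tgfa by 1.90 and Hbegf by 1.41, and Egf changed by -3.17.

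The 7 genes of the IL-17 receptor and neutrophil chemokine list had a median of 1.36 (camera adjusted p = 0.00913), and 1.08, 1.30 and 1.10 within the batches, with 6 called higher, also adjusted over the list alone. Il17rc rose by 1.00 (limma adjusted p = 4.42e-06) and Il17ra did not change (0.06, limma adjusted p = 0.641). Neutrophil markers had a median of 1.06 with 2 of 5 called, S100a9 (2.501, higher in 7 of 7 pools) and Cxcr2 (1.91), and -0.02, 1.08 and 1.76 within the batches. Camera did not call the list (adjusted p = 0.299), and fry (0.0428) and the exact permutation of list scores (0.03) did. The medians of the macrophage, endothelial and red blood cell markers were -0.06, 0.06 and -0.12, with 0, 4 and 0 genes called. With the replicate block the macrophage median was 0.13 (camera adjusted p = 0.782). Within the batches they were -0.64, -0.23 and 0.96 for macrophages, -0.19, 1.00 and -0.66 for endothelial cells, and 0.05, -0.28 and -0.02 for red blood cells.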
